# cAMP/PKA signaling balances respiratory activity with mitochondria dependent apoptosis via transcriptional regulation

**DOI:** 10.1186/1471-2121-11-92

**Published:** 2010-11-25

**Authors:** Jane E Leadsham, Campbell W Gourlay

## Abstract

**Background:**

Appropriate control of mitochondrial function, morphology and biogenesis are crucial determinants of the general health of eukaryotic cells. It is therefore imperative that we understand the mechanisms that co-ordinate mitochondrial function with environmental signaling systems. The regulation of yeast mitochondrial function in response to nutritional change can be modulated by PKA activity. Unregulated PKA activity can lead to the production of mitochondria that are prone to the production of ROS, and an apoptotic form of cell death.

**Results:**

We present evidence that mitochondria are sensitive to the level of cAMP/PKA signaling and can respond by modulating levels of respiratory activity or committing to self execution. The inappropriate activation of one of the yeast PKA catalytic subunits, Tpk3p, is sufficient to commit cells to an apoptotic death through transcriptional changes that promote the production of dysfunctional, ROS producing mitochondria. Our data implies that cAMP/PKA regulation of mitochondrial function that promotes apoptosis engages the function of multiple transcription factors, including *HAP4*, *SOK2 *and *SCO1*.

**Conclusions:**

We propose that in yeast, as is the case in mammalian cells, mitochondrial function and biogenesis are controlled in response to environmental change by the concerted regulation of multiple transcription factors. The visualization of cAMP/*TPK3 *induced cell death within yeast colonies supports a model that PKA regulation plays a physiological role in coordinating respiratory function and cell death with nutritional status in budding yeast.

## Background

Mitochondria participate in a number of essential cellular functions, for example they are key players in ATP production, via the process of oxidative phosphorylation, which can produce up to 15 times more ATP from glucose than glycolysis alone. They are also central to metabolic regulation and facilitate diverse cell signaling events [1,2]. Mitochondria are therefore essential for the maintenance, adaptability and survival of eukaryotic cells. In addition, these remarkable organelles have been conclusively shown to play a role in the regulation of programmed cell death processes (reviewed in [3]), and act as an important determinants of cellular senescence and ageing [4,5]. The importance of understanding how mitochondria influence the metabolic status of cells becomes apparent when we consider that many muscular and neurodegenerative diseases have been linked with their dysfunction. The current list of disease pathologies in which mitochondrial function is thought to be a major contributing factor is extensive and includes diabetes [6], cancer [7], multiple sclerosis [8], Alzheimer's [9] and Parkinson's [10]. Good evidence also exists that indicates a loss of mitochondrial function occurs during the progression of normal ageing [11]. Mitochondrial dysfunction can lead to the production of reactive oxygen species (ROS), which are implicated in both ageing and apoptosis [12,13], presumably as a result of their ability to damage macromolecules.

The control of mitochondrial biogenesis is complex, requiring coordinated transcription of a large number of nuclear and mitochondria encoded genes. In addition, there must be concerted control of the synthesis, import, and incorporation of proteins and lipids to existing mitochondria alongside appropriate replication of the mitochondrial DNA (mtDNA). In mammalian cells a number of have been indentified that act to co-ordinate tissue specific mitochondrial biogenesis in the face of altered metabolic demand and environmental change, including; nuclear respiratory factor-1 (NRF-1) and GA-binding protein (GABP or NRF-2), peroxisome proliferator-activated receptors (PPARα, PPARδ, and PPARγ), Mitochondrial transcription factors TFAM, TFB1M and TFB2M, Estrogen-related receptors (ERRα, ERRβ, and ERRγ) (for a recent review see [14]). The mitochondria of yeast are also adapted to respond to rapidly changing metabolic demands. For example switching between fermentative and non-fermentative carbon sources requires adjustment of mitochondrial activity and density [15]. However despite the importance of the mitochondria to cellular function, the signaling mechanisms by which their activity is co-ordinated with environmental conditions in yeast are not well documented.

Previous studies in yeast have established links between Ras signaling and mitochondrial function, via cAMP/PKA dependent and independent routes [16,17]. Within yeast Ras/cAMP/PKA signaling also controls cellular processes that include cell growth and proliferation and the induction of stress responses [18], making this pathway a good candidate to integrate environmental signaling with mitochondrial regulation. In yeast, protein kinase A (PKA) consists of a single regulatory subunit encoded by the *BCY1 *gene [19] and three catalytic subunits Tpk1p, Tpk2p and Tpk3p [20]. PKA is activated by an increase in cAMP concentration, which is generated in the cell from adenylyl cyclase, Cyr1p [21]. The three catalytic subunits of yeast exhibit high similarity and have been shown to have both specific and overlapping functions. For instance Tpk2p has been shown to influence iron uptake, trehalase synthesis, water homeostasis [22] and pseudohyphal growth [23]. Tpk1p has been implicated in the branched chain amino acid biosynthesis pathway, mitochondrial iron homeostasis and mtDNA stability [22]. Excessive PKA activity can prove deleterious, for instance the overexpression of *TPK3 *has been shown to inhibit growth [24]. An important regulator of Cyr1p activation is the small regulatory GTPase Ras [21]. The regulation of cAMP production from Cyr1p in response to Ras activation also requires the protein Srv2p/CAP [25,26], which is able to bind both adenylyl cyclase and actin structures. We have shown previously that the accumulation of stable actin aggregates leads to the hyperactivation of the Ras/cAMP/PKA pathway [27]. The result of actin aggregation induced Ras/cAMP/PKA signaling is that ROS are produced from dysfunctional mitochondria, facilitating cell death that displays hallmarks of yeast apoptosis [27-29]. The deletion of *TPK3 *is sufficient to prevent the production of ROS in actin aggregating strains, implicating this PKA subunit as a regulator of mitochondrial function [27,30]. Further evidence for a role of Tpk3p in the regulation of mitochondrial function comes from a study in which cells lacking Tpk3p showed reduced respiratory activity [31].

Here we demonstrate that increased Tpk3p activity is sufficient to induce formation of dysfunctional mitochondria with striking morphological abnormalities that produce high levels of ROS. We provide evidence that the loss of mitochondria function and ROS production associated with elevated Tpk3p activity arises as a result of transcriptional changes that inhibit mitochondrial biogenesis, corrupt the electron transport chain and inhibit stress response mechanisms. We also show that the loss of mitochondrial function and production of ROS requires the activity of the transcriptional regulators *HAP4*, *SOK2 *and *SKO1*. This paper therefore establishes important links between cAMP/PKA signaling, nutritional sensing, mitochondrial biogenesis and ROS production.

## Methods

### Yeast strains, plasmids, Media and Growth Conditions

All yeast strains used in this work are derivatives of BY4741 and are listed in Table 1. Unless stated otherwise, cells were grown in a rotary shaker at 30°C in synthetic complete medium or synthetic medium lacking an appropriate nutrient for auxotrophic selection. *PDE2 *was disrupted using the loxP marker cassette system [32]. Oligonucleotides designed for the targeted disruption of genes are described in Additional File 1. Plasmids used to overexpress *TPK3 *[33] and *HAP4 *[34] have also been described previously.

**Table 1:** Yeast strains used in this study

Strain	Genotype	Origin
CGY424	mata *his3Δ1 leu2Δ met15Δ ura3Δ*	Research Genetics

CGY502	mata *his3Δ1 leu2Δ met15Δ ura3Δ Δpde2::KanMx*	Research Genetics

CGY217	mata *his3Δ1 leu2Δ met15Δ ura3Δ Δpde2::HIS3 Δtpk3::KanMx*	[27]

CGY215	mata *his3Δ1 leu2Δ met15Δ ura3Δ Δpde2::HIS3 Δtpk1::KanMx*	[27]

CGY216	mata *his3Δ1 leu2Δ met15Δ ura3Δ Δpde2::HIS3 Δtpk2::KanMx*	This study

CGY807	mata *his3Δ1 leu2Δ met15Δ ura3Δ Δpde2::HIS3 Δtpk1::KanMx Δtpk3::LEU2*	This study

CGY808	mata *his3Δ1 leu2Δ met15Δ ura3Δ Δpde2::HIS3 Δtpk2::KanMx Δtpk3::LEU2*	This study

CGY819	mata *his3Δ1 leu2Δ met15Δ ura3Δ Δpde2::HIS3 Δtpk2::KanMx Δtpk3::LEU2*	This study

CGY638	mata *his3Δ1 leu2Δ met15Δ ura3Δ Δcox4::KanMx*	This study

### RNA Isolation and Affymatrix Microarray Procedure

Strains CGY502 (*Δpde2*) and CGY217 (*Δpde2Δtpk3*) were grown for 24 hours in YPD (1% yeast extract, 2% Bacto-peptone, 2% glucose) supplemented with 4 mM cAMP at 30°C in a rotary air incubator. Cells from triplicate 20 ml cultures were harvested by centrifugation and resuspended in a small volume of media. The suspension was dispensed dropwise into liquid nitrogen. Triplicate cell pellets were maintained on dry ice and sent to the COGEME Transcriptome facility at the University of Manchester http://cogeme.ex.ac.uk/index.html for RNA isolation and microarray analysis. A yeast2 Affymetrix array was used in these experiments and statistical analysis on a gene by gene basis carried out using Limma software. Quality Control analysis was carried out using dchip software. Raw and normailsed data from the microarray has been deposited in the Gene Expression Omnibus (GEO) database, accession number GSE25541.

### High Resolution Respirometry

Intact cell respiration was determined at 30°C using an Oxygraph-2 k system (Oroboros, Innsbruck, Austria) equipped with two chambers. Data was analysed using DatLab software. Yeast cells (2 ml) at a concentration of 3.5 × 10^6^/ml, in minimal media without glucose, were added to each chamber. All assays were conducted in biological triplicate. The chambers were closed and Routine respiration was recorded. LEAK respiration was determined by the addition of 150 μM TET (Sigma), an ATP synthase inhibitor. Uncoupled respiration was then determined by the addition of the ionophore FCCP (12 μM) (Sigma). The addition of 2 μM Antimycin A (Sigma) accounted for non-mitochondrial oxygen consumption.

### Immunoblotting

Cell number was accurately determined using a haemocytometer and total protein extracted using as optimized protein extraction for method suitable for quantitative proteomics [35]. Samples were separated by SDS PAGE and transferred to PVDF membranes before probing with primary antibodies at the final concentrations, anti-Cox4 (mitoscience 1: 1000), anti-Cox2 (mitoscience 1:1000), anti-Por1 (Molecular Probes, Invitrogen 1:500) and anti-actin (1:2000).

### Fluorescence microscopy

Rhodamine-phalloidin and DAPI staining were performed as previously described for F-actin [36]. Cells were viewed with an Olympus IX-81 fluorescence microscope with a 150 W Xenon/mercury lamp and an Olympus 150× Plan NeoFluor oil-immersion objective. GFP/RFP Co-localisation studies were performed using an Optosplit II Image Splitter (Cairn Scientific). Images were captured using a Hammamatsu ORCA AG digital camera using Olympus Cell R software.

### Analysis of mitochondria

Assessment of reactive oxygen species content and mitochondrial membrane potential were carried out as previously described[27].

GFP labeled mitochondria were visualized using the plasmids pVTU100U-mtGFP and pYX122-mtGFP [37].

### Analysis of cell death in yeast colonies

Between 10 and 20 cells were plated onto 9 cm YPAD agar plates containing 10 μM Phloxine B (Sigma). Colonies were grown for five days before being visualized using a Leica M2FLIII microscope and documented with a Leica DC300F colour camera. To visualise a cross section through the colony, a glass coverslip was inserted directly, bisecting the colony, and removed from the agar. Dissected colonies were visualized and documented immediately. All images were taken using the same illumination conditions and exposure times.

### Glycogen staining

Iodine staining of yeast cells as an assay for glycogen content was carried out as previously described (Care et al., 2004).

## Results

### cAMP/PKA regulation of respiratory function

Our previous studies have shown that aggregation of the actin cytoskeleton results in hyperactivation of the Ras/cAMP/PKA signaling pathway, leading to the loss of respiratory function, ROS production and an apoptotic cell death [27]. The *S. cerevisiae *genome encodes for three PKA subunits, encoded by *TPK1*, *TPK2 *and *TPK3*. In order to establish which PKA subunits were required to induce the loss of respiration and ROS production, we generated a series of mutant strains expressing either a single PKA isoform, or combinations of multiple subunit encoding genes. Using this genetic approach we were able to assess the influence of individual PKA isoforms on respiratory function during normal growth, or under conditions of elevated cAMP. Elevation of cAMP levels was achieved by the deletion of the high affinity cAMP phosphodiesterase, *PDE2*, which catalyses the breakdown of cAMP. The loss of Pde2p function allows manipulation of levels of this secondary messenger by exogenous cAMP addition [38]. We performed high resolution respirometry on PKA mutant strains grown for 24 h to diauxic shift in the presence or absence of 4 mM cAMP, using an Oroboros Oxygraph, which accurately measures changes in oxygen concentration in a sealed system. By measuring the fall in oxygen concentration within the chamber the oxygen flux can be determined. Oxygen consumption, which occurs at the Cytochrome c Oxidase complex (complex IV), is a direct measure of electron transport system (ETS) activity. Using this sensitive technique it was possible to detect a significant reduction in respiratory activity in wild type cells grown in the presence of exogenous cAMP (Figure 1A). Interestingly, the loss of *PDE2 *led to a significant increase in respiration, while addition of further cAMP in this background led to a dramatic reduction in oxygen consumption. These results suggest that the level of respiratory activity is modulated in response to variation of intracellular cAMP levels.

**Figure 1:**
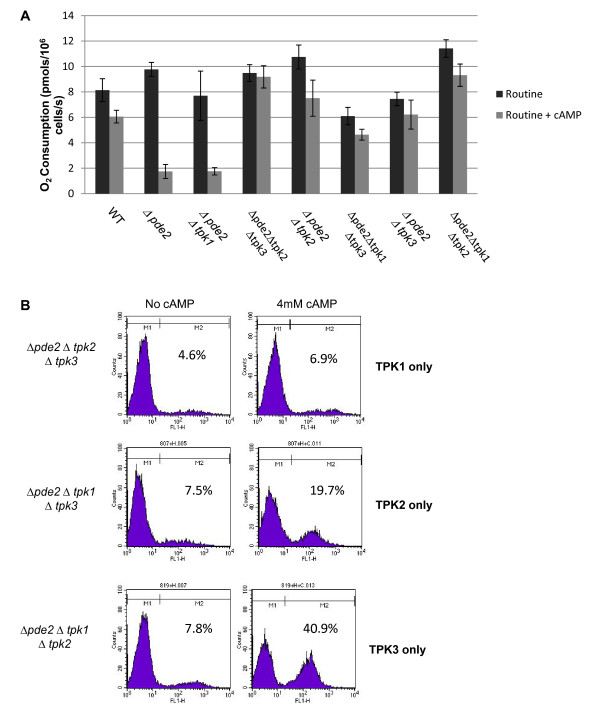
**Effects of PKA activity on respiratory function and ROS production**. We analysed the influence of individual subunits on respiratory function by measuring oxygen consumption in strains lacking combinations of *PKA *subunit gene deletions (A). The cAMP phosphodiesterase *PDE2 *was also deleted to allow elevation of cAMP levels by addition of exogenous cAMP (4 mM). ROS production in response to cAMP elevation was analysed in strains expressing only one of each of the three PKA subunits, Tpk1p, Tpk2p or Tpk3p (B). All strains were grown for 24 h to the diauxic phase of growth.

The addition of cAMP to cells lacking both *PDE2 *and the *TPK1 *subunit genes led to a reduction in respiration similar to that observed in the *Δpde2 *single mutant. However while the level of routine respiration differed between strains (Figure 1A), triple mutant *Δpde2Δtpk2Δtpk3*, *Δpde2Δtpk1Δtpk3 *or *Δpde2Δtpk1Δtpk2 *strains did not exhibit the collapse of respiratory activity observed *Δpde2 or Δpde2Δ*tpk1 cells when cAMP levels were elevated (Figure 1A). Similarly *Δpde2Δ*tpk2 or *Δpde2Δtpk3 *double mutant cells were resistant to the effects of elevated cAMP. Collectively these data suggest that the collapse of respiration observed in *Δpde2 *cells when grown in the presence of exogenous cAMP requires the presence of both *TPK2 *and *TPK3*, but occurs independently of *TPK1*.

We then examined the accumulation of ROS in response to cAMP elevation within cell populations expressing Tpk1p, Tpk2p or Tpk3p as their sole source of PKA activity (Figure 1B). We found that the elevation of cAMP in strains expressing *TPK1 *only resulted in no difference in the number of cells producing high ROS levels within a population (Figure 1B). In contrast, cells expressing *TPK2 *or TPK3 only did show an increase in the number of ROS producing cells when cAMP levels were increased (Figure 1B). These data are in accordance with the findings in Figure 1A, that both *TPK2 *and *TPK3 *play a role in the regulation of respiratory activity in response to cAMP elevation. However it should be noted that cells expressing *TPK3 *only displayed the most significant increase in the number of ROS producing cells (Figure 1B), indicating that this PKA subunit may play a more fundamental role in the regulation of radical production.

### Tpk3p activity is sufficient to induce respiratory collapse and ROS production

Although *TPK2 *and *TPK3 *would appear to be essential to induce the collapse of respiration under conditions of elevated cAMP (Figure 1A), our previous data points to the loss of Tpk3p as sufficient to prevent ROS production from the mitochondria when cAMP levels are raised [27]. We therefore sought to characterise in detail the mitochondrial defects associated with elevated Tpk3p activity. Wild type, *Δpde2*, *Δpde2 Δtpk3 *and *Δpde2 Δtpk3 *+ *TPK3 *strains were cultured for 24 hours in media supplemented with 2% glucose to the diauxic shift phase of growth. During the diauxic shift cells sense a reduction in glucose and prepare to shift to a non-fermentative metabolism, which requires functional mitochondria. At this stage the basal, or routine, level of respiration was assessed (Figure 2A, marked R). Following stabilisation of routine respiration, the ATPsynthase/Complex V inhibitor, triethyltin bromide (TET) was used to determine LEAK flux (Figure 2A. marked L) which represents non-phosphorylating respiration due to proton leakage back across the Inner Mitochondrial Membrane. Oligomycin is commonly used for this purpose [39] but we found that the BY4741 background was resistant to its effects. TET can also be utilised to inhibit complex V [40] and following titration studies a concentration of 150 μM was found to be effective for this purpose in our strain background. Following treatment with TET, cells were exposed to 12 μM FCCP, a protonophore, which is able to dissipate the mitochondrial membrane potential. The proton gradient is a major control point of the ETS and its removal allows quantification of the maximum capacity of the ETS (Figure 2A. marked ETS). A second dose of 3 μM FCCP (seen as a second peak Figure 2A.) was administered to demonstrate that 12 μM FCCP was sufficient for complete uncoupling and the induction of maximal respiration. Finally, cells were exposed to the complex III inhibitor Antimycin A which prevents all mitochondrial related oxygen consumption (Figure 2A marked NMT). This allows quantification of NMT mediated respiration for subtraction from all data. However in our experiments no oxygen consumption was recorded in this respiratory state, indicating that no non-mitochondrial oxygen consumption was detectable in our system using this strain background.

**Figure 2:**
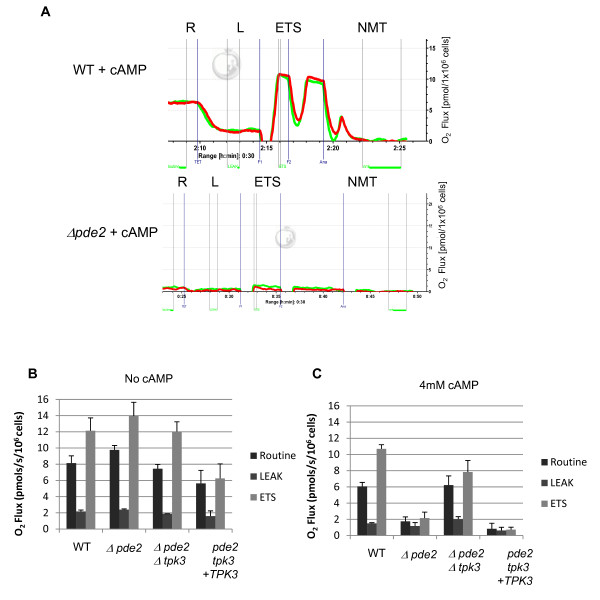
**Excessive Tpk3p activity leads to loss of mitochondrial respiration**. Cells were grown for 24 hours to diauxic shift in minimal medium in the presence or absence of 4 mM cAMP. Mitochondrial respiration was measured using an Oroboros high resolution respirometer. Typical traces from two biological replicates (red and green lines) wild type and *Δpde2 *cells grown in the presence of 4 mM cAMP are shown (A). Routine respiration (designated by R) represents oxygen consumption from cells placed in the respirometer immediately from culture and without drugs. The addition of TET, an ATPsynthase inhibitor, causes proton build up on the outside of the inner mitochondrial membrane, inhibiting respiration. Respiration that does occur happens as a result of the small LEAK of protons across the inner membrane (designated by L). Dissipation of this proton gradient by the proton ionophore FCCP restores mitochondrial respiration (designated by ETS) but removes the major control point, being the proton gradient which is controlled by the rate of oxidative phosphorylation. The final addition of Antimycin A blocks activity of complex III, preventing electrons moving to complex IV and therefore oxygen consumption is halted and non-mitochondrial oxygen consumption (designated by NMT) is accounted for. The oxygen consumption under these conditions was determined for strains wild type, Δpde2, Δpde2 Δtpk3 and Δpde2Δtpk3 + *TPK3 *grown in the absence (B) and presence (C) of 4 mM cAMP. Error bars are the standard error of 3 independent experiments.

Typical respirometry profiles for wild type and *Δpde2 *cells cultured in the presence of 4 mM cAMP are presented (Figure 2A). Significant differences were apparent between the respirometry profiles obtained for wild type and *Δpde2 *strains when grown in the presence of exogenous cAMP. While wild type cells typically demonstrated a routine respiration of around 6 pmols/s/10^6 ^cells under these conditions, cells lacking *PDE2 *showed a significant reduction, typically less than 2 pmols/s/10^6 ^cells (Figure 2A). This suggests that high levels of cAMP signaling suppress the respiratory activity of yeast mitochondria. To investigate this further we examined the respirometry profiles of wild type, *Δpde2, Δpde2Δtpk3 *and *Δpde2Δtpk3 *+ *TPK3 *grown in the presence or absence of cAMP (Figure 2B and summarised in Additional File 2). When cultured in the absence of cAMP both wild type and the double mutant *(Δpde2Δtpk3) *displayed similar routine respiration rates and maximal ETS levels upon FCCP addition. Interestingly the single mutant, *Δpde2*, showed a 20% increase in routine respiration and a maximal ETS that appeared higher than wild type when grown in the absence of additional cAMP (Figure 2B). Overexpression of *TPK3 *from a plasmid *in Δpde2Δtpk3 *resulted in a significant reduction in routine respiration, and notably cells failed to significantly increase respiration rate upon FCCP addition. In all strains the LEAK level of respiration appeared to be constant (Figure 2B).

The addition of 4 mM cAMP did appear to have a small effect on respiratory activity in wild type cells using this highly sensitive assay. We observed a 17% reduction in routine respiration when compared to wild type cells cultured without cAMP. A similar reduction was observed in the LEAK level of respiration, but the maximal ETS level remained unchanged. When cells lacking *PDE2 *were grown in the presence of exogenous cAMP we consistently observed a dramatic fall in routine respiration and maximal ETS rate (Figure 2C). Confirmation that Tpkp3 was responsible was obtained as respiratory activity was largely restored in *Δpde2Δtpk3 *cells grown under the same conditions (Figure 2C). Further evidence was obtained by the re-expression of *TPK3 *in *Δpde2Δtpk3 *cells which resulted in the loss of respiration in the presence of exogenous cAMP. In addition, the addition of FCCP did not elevate respiration in either Δ*pde2*Δ*tpk3 *or Δ*pde2*Δ*tpk3*+*TPK3 *cells, pointing to a loss of proton gradient across the inner mitochondrial membrane, further supporting the notion that elevated Tpkp3 activity leads to a loss of mitochondrial membrane potential. The data provided may also suggest that elevated levels of Tpk3p activity leads to reduction in the levels of complete and functional electron transport complexes.

### Effects of *TPK3 *on ROS production and mitochondrial morphology

To establish whether elevated Tpk3p activity was sufficient to induce ROS production, wild type, *Δpde2*, *Δpde2 Δtpk3 *and *Δpde2 Δtpk3 *+ *TPK3 *cultures were grown in the presence of the fluorescent indicator dye H_2_DCF-DA. Samples were anlaysed by flow cytometry as well as visually under a fluorescent microscope (Figure 3A). In the presence of cAMP wild type cells were found to be generally unaffected, presumably as they were able to breakdown additional cAMP (data not shown). However the loss of Pde2p, and hence the ability to efficiently break down cAMP, resulted in a significant increase in ROS accumulating cells (Figure 3A). The additional loss of *TPK3 *in cells lacking *PDE2 *resulted in a significant reduction in the number of ROS positive population (Figure 3A). Importantly the re-expression of *TPK3 *on a plasmid in *Δpde2 Δtpk3 *cells restored production of ROS (Figure 3A).

**Figure 3:**
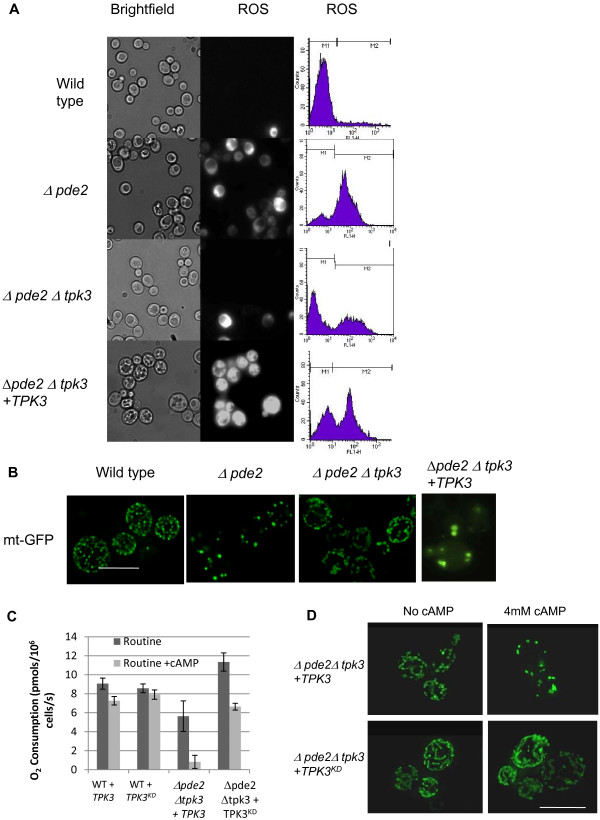
**Tpk3p dependent ROS production and mitochondrial dysfunction**. ROS production and aberrant mitochondrial morphology are a result of Tpk3p activity. We examined the effect on ROS production on diauxic shift cultures with and without high Tpk3p activity. Strains were grown in the presence of 4 mM cAMP for 24 hours in MM supplemented with H_2_DCF-DA. Cells were then either examined by fluorescence microscopy or flow cytometry for the presence of ROS, fluorescing cells that indicate the presence of ROS are found in the M2 region of the histograms presented (A). Mitochondrial morphology was investigated by expression of a targeted GFP molecule (B). Routine respiration was assessed in wild type and *Δpde2Δtpk3 *cells overexpressing an active *TPK3 *or a kinase dead version (*TPK3^KD^*) of the enzyme in the presence and absence of exogenous 4 mM cAMP (C). Mitochondrial morphology was also assessed in *Δpde2Δtpk3 *cells overexpressing *TPK3 *or *TPK3^KD ^*in the presence and absence of exogenous 4 mM cAMP (D). Scale Bar = 10 μM.

In order to investigate the effects of Tpk3p on mitochondrial morphology we made use of a plasmid that allows the expression of a mitochondrial targeted RFP protein (a kind gift from J. Shaw University of Utah) (Figure 3B). While a reticular network was seen in wild-type cells, mitochondria in *Δpde2 *mutant cells appeared reduced in number, were fragmented and visibly enlarged when grown in the presence of exogenous cAMP (Figure 3B). The abnormal mitochondria observed could be restored to a wild type appearance in cells lacking both *PDE2 *and *TPK3 *(Figure 3B). We also noted that in the *Δpde2 *mutant only a few enlarged structures of mtDNA could be seen when compared to the numerous structures visible in wild type (data not shown). In line with the improvement in mitochondrial morphology, the number of mt nucleoids was increased in *Δpde2Δtpk3 *cells (data not shown). In addition fragmentation of genomic DNA (gDNA) was apparent in *Δpde2 *cells, a phenotype indicative of apoptosis. In contrast nuclear DNA fragmentation did not appear in *Δpde2Δtpk3 *cells (data not shown), consistent with our previous reports that Tpk3p induced mitochondrial dysfunction can trigger an apoptotic form of cell death [27,30]. In line with the ROS accumulation result (Figure 3A), the re-expression of *TPK3 *in *Δpde2Δtpk3 *was sufficient to restore the highly fragmented mitochondrial appearance observed in *Δpde2 *cells.

To confirm that the kinase activity of Tpk3p is responsible for the respiratory and morphological defects observed in *Dpde2 *cells when cAMP levels are elevated we generated a kinase dead version of the enzyme. Deminoff *et al *(2006) demonstrated that the mutagenesis of residues K336 and H338 to alanine in the yeast PKA, Tpk1p produced a protein lacking kinase activity. As the catalytic domain of *TPK1 *and *TPK3 *are highly conserved, we mutagenised the equivalent K337 and H339 residues of Tpk3p to alanine. In line with these mutations rendering Tpk3p inactive, the expression of *TPK3^KD ^*in *Dpde2Dtpk3 *cells did not lead to the collapse of respiration (Figure 3C) or to the manifestation of a highly fragmented mitochondrial network (Figure 3D). These data further suggest that elevated kinase activity of Tpk3p is sufficient to induce respiratory collapse and ROS production in yeast mitochondria.

### cAMP/Tpk3p Signalling regulates cell death in yeast colonies

It has recently emerged that regulated cell death is employed within yeast colonies to facilitate multi-cellular communication and simple differentiation [41,42]. We therefore assessed the effects of Tpk3p activity on the patterning of cell death within colonies. We grew colonies for five days on YPD medium supplemented with 4 mM cAMP and the cell death indicator Phloxine B, which accumulates within dead or dying cells [27]. Wild type cells of this background display an accumulation of Phloxine B within the centre of the colony, which is most visible in the dissected cross section view presented in Figure 4. Colonies grown from cells lacking *PDE2 *were smaller, disordered and accumulated phloxine B throughout the colony, indicating widespread death. Small regions of phloxine B exclusion were apparent at the very growing edge of the colony. The deletion of *TPK3 *in *Δpde2 *cells resulted in a restoration of colony size and a central staining pattern that was slightly enlarged when compared to wild type but which represented a significant rescue of the cAMP induced colony death phenotype observed in single mutant *Δpde2 *colonies. These data suggest that cAMP/PKA signaling regulation of cell death plays a significant role in yeast colony patterning.

**Figure 4:**
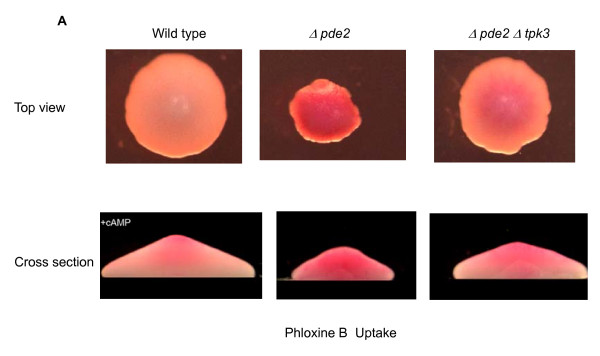
**Elevated Tpk3p activity affects colony morphology**. Cell death was visualized within growing yeast colonies grown for 5 days on rich media containing 10 μM Phloxine B containing 4 mM cAMP. Cells that are dead or dying accumulate the dye which stains them pink/red. Colonies were visualised from above before dissection and images captured incross section.

### Microarray analysis of changes in gene expression mediated by Tpk3p activity

Our data indicate that elevated levels of Tpk3p activity have a profound effect on the respiratory capacity and function of yeast mitochondria. In an attempt to identify the regulatory mechanisms involved we conducted a microarray experiment. 

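Transcripts were measured on Affymetrix Yeast Genome 2.0 arrays, on which groups of short probes (probe sets) each read the level of a transcript. The arrays came from 3 strains: wild type cells of the BY4741 background (3 arrays), Δpde2 cells, which lack the high affinity cAMP phosphodiesterase (3 arrays), and Δpde2Δtpk3 cells, which also lack the PKA catalytic subunit Tpk3p (2 arrays). By the paper's strain table, PDE2 is replaced by KanMx in Δpde2 cells. In Δpde2Δtpk3 cells PDE2 is replaced by HIS3 and TPK3 by KanMx. The table also gives these strains different origins. The arrays cannot tell an effect of marker or strain origin from that of TPK3 between both mutants. All cells were grown in YPD medium with 4 mM cAMP for 24 h. The methods describe triplicate cultures of both mutants, and 2 Δpde2Δtpk3 arrays were deposited. The number of arrays limits the precision of each value below. The deposited values are on a log2 scale, and the paper's text does not name the normalization or the threshold on p behind its gene lists. Because the first quartiles of the deposited arrays differed by 0.386, the arrays were quantile normalized. The 5449 genes were then compared with limma in 1 fit of the 3 strains, with p-values adjusted by the Benjamini-Hochberg method. A gene is called higher or lower where its adjusted p was under 0.05. Levels are given as means of log2 values with their SD, and log2 fold changes with their standard error (SE). Wild type replicate 1 stood apart from the other wild type arrays. Its correlation with them across genes was 0.868 and 0.878, while theirs with each other was 0.992, although genes are not independent replicates. The Δpde2 arrays had correlations of 0.994 to 0.995 and the Δpde2Δtpk3 arrays of 0.977. The residual SD of wild type replicate 1 was 0.604, that of the other arrays 0.0983 to 0.340. The 3 strains share an estimate of each gene's spread, so the wild type arrays also set the p-values between Δpde2 and Δpde2Δtpk3 cells. Each array was also left out in turn, and a single remaining Δpde2Δtpk3 array was then assumed to vary like the arrays of the other strains.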

Single mutant *Δpde2 *and double mutant *Δpde2 Δtpk3 *strains were grown to diauxic shift in the presence of 4 mM cAMP, and mRNA levels analysed as described in materials and methods. Comparison of the data sets obtained allowed us to assess the impact of Tpk3p activity on transcriptional regulation. Two natural internal controls within the microarray data, namely the deletion of *PDE2 *and *TPK3 *in the single and double mutants compared to the wild type, allowed us to confirm the reliability of the data obtained. Expression of *PDE2 *in both the single and double mutant was 3.3% and 2.7% respectively compared to the wild type; *TPK3 *expression levels were 98% in the single *Δpde2 *mutant and 5.3% in the *Δpde2Δtpk3 *double mutant, confirming the genotype of the strains used in this study (Figure 5A). 

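PDE2 (YOR360C) transcripts in Δpde2 cells were at 3.64% of the wild type level (1 SE either side, 2.82% to 4.71%, n = 3 arrays of each strain), with an adjusted p of 0.000269 from limma. In Δpde2Δtpk3 cells they were at 3.57% (2.68% to 4.76%, n = 2, adjusted p = 0.00412). The mean log2 level of PDE2 was 9.84 ± 0.81 (SD, n = 3) in wild type, 5.06 ± 0.13 (n = 3) in Δpde2 and 5.03 ± 0.20 (n = 2) in Δpde2Δtpk3 cells, and each mutant array lay below each wild type array. TPK3 (YKL166C) transcripts were at 97.8% of wild type in Δpde2 cells (86.9% to 110.2%, adjusted p = 0.894) and at 6.15% in Δpde2Δtpk3 cells (5.38% to 7.02%, adjusted p = 0.000345). Its mean log2 level was 8.69 ± 0.07, 8.66 ± 0.15 and 4.67 ± 0.42 in the same order. The genes nearest to PDE2, namely HAP5, VTS1, PRT1 and PRE10, did not pass the test between any of the 3 strains. Of those nearest to TPK3, namely KKQ8, MRP49, MCD4 and PIR1, none passed between Δpde2 and Δpde2Δtpk3 cells or between Δpde2Δtpk3 and wild type cells, and PIR1, a cell wall protein, was lower in Δpde2 than in wild type cells (log2 fold change -1.53, SE 0.28, adjusted p = 0.00482). Without Δpde2Δtpk3 replicate 2, PDE2 in that strain was at 3.93% of wild type and no longer passed, and the small TPK3 difference in Δpde2 cells, which did not pass, changed direction with median centring (111%) and without wild type replicate 2, Δpde2 replicate 1 or Δpde2 replicate 3 (101% each).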

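TPK2 (YPL203W), which encodes another catalytic subunit of PKA, did not differ between the strains by limma. Its transcripts were at 108% of the wild type level in Δpde2 cells (1 SE either side, 99.04% to 117%, n = 3, adjusted p = 0.496) and at 97.0% in Δpde2Δtpk3 cells (88.2% to 106.6%, n = 2, adjusted p = 0.863). The mean log2 level was 12.51 ± 0.12 (SD) in wild type, 12.62 ± 0.09 in Δpde2 and 12.47 ± 0.17 in Δpde2Δtpk3 cells. The value in Δpde2Δtpk3 cells turned to 102% without wild type replicate 3 and to 106% without Δpde2Δtpk3 replicate 2. BCY1, the regulatory subunit of PKA, was lower in Δpde2 than in wild type cells (log2 fold change -0.79, SE 0.13, adjusted p = 0.00388). PDE1, the low affinity cAMP phosphodiesterase, was higher in Δpde2 than in wild type cells (1.18, SE 0.13, adjusted p = 0.000863). Between Δpde2 and Δpde2Δtpk3 cells BCY1 (adjusted p = 0.141) and PDE1 (adjusted p = 0.0521) did not pass.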

Interestingly expression levels of *TPK2 *were virtually unchanged in either mutant (105% - Δ*pde2 *and 94% - Δ*pde2 *Δ*tpk3*) whereas *TPK1 *levels were reduced to 60% of wild type levels in Δ*pde2 *and 66% in the double mutant. In line with this Tpk1p protein levels were also markedly reduced in *Δpde2 *cells when grown in the presence of exogenous cAMP (data not shown). Of the 5800 transcripts screened, 118 were up-regulated by at least 2 fold and 124 down-regulated at least 2 fold when comparing *Δpde2 *and *Δpde2Δtpk3 *strains (listed in Additional files 3 and 4). 

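Of 5449 genes tested, 303 were higher and 404 lower in Δpde2 than in Δpde2Δtpk3 cells at an adjusted p under 0.05 (limma). Of these, 80 were higher and 136 lower by at least 2 fold. Apart from TPK3 itself, the largest increases were in HUG1, HXT1 and ZRT1, which encodes the high affinity zinc transporter of the plasma membrane (log2 fold change 2.66, SE 0.28, adjusted p = 0.00598). They were followed by BSC1 (2.43, SE 0.50, adjusted p = 0.0254), the bZIP transcription factor gene YAP6 (2.38, SE 0.31, adjusted p = 0.00879), MIG2 and IRC7 (2.30, SE 0.45, adjusted p = 0.0229). The largest decrease was in YRO2, which encodes a plasma membrane protein of the Hsp30 family (-2.84, SE 0.26, adjusted p = 0.00440), followed by NCA3 and NDE2. GAC1, a regulatory subunit that targets the Glc7p phosphatase to glycogen synthase, came next (-2.50, SE 0.21, adjusted p = 0.00381), then HXT5, YER053C-A (-2.22, SE 0.16, adjusted p = 0.00296), FMP45 (-2.18, SE 0.25, adjusted p = 0.00683) and RTN2, a reticulon (-2.10, SE 0.16, adjusted p = 0.00296). With TPK3, these are the 8 largest changes in each direction among genes that passed and whose arrays did not overlap between the strains. Against wild type, 1064 genes were higher and 1193 lower in Δpde2 cells, 379 and 494 of them by at least 2 fold. In Δpde2Δtpk3 cells 56 were higher and 92 lower than in wild type, 29 and 62 of them by at least 2 fold. The larger number of lower genes did not hold in every setting, with 1298 higher and 1133 lower between both mutants without wild type replicate 1, and 96 and 86 at 2 fold in Δpde2Δtpk3 cells against wild type. A fold of at least 2 with no test on p was met by 145 genes higher and 175 lower in Δpde2 than in Δpde2Δtpk3 cells, and with an unadjusted p under 0.05 by 123 and 166. The total of 216 genes changed at least 2 fold between both mutants became 53, 104 and 58 without Δpde2 replicates 1, 2 and 3, and 124 and 81 without Δpde2Δtpk3 replicates 1 and 2. Without wild type replicate 1 all 216 were again among 315 genes called. With an array of either mutant left out, BSC1 and IRC7 did not pass (adjusted p up to 0.156 and 0.130), and YAP6 passed only without Δpde2 replicate 2 or Δpde2Δtpk3 replicate 1 (up to 0.0600 otherwise).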

Gene ontology anaylsis, using the GO-Slim Mapper software http://www.yeastgenome.org/cgi-bin/GO/goSlimMapper.pl, allowed allocation of these genes to intracellular compartments (Figure 5B). We found that 41% of the down-regulated transcripts encoded mitochondrial genes. 

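Of the 136 genes at least 2 fold lower in Δpde2 than in Δpde2Δtpk3 cells, 17 (12.5%) belonged to lists of mitochondrial genes fixed in advance, against 265 of all 5449 genes tested (4.86%). They were NDE1, NDE2, SDH2, COX4, COX10, SCO1 and COQ2 of the respiratory chain and its assembly, the TCA cycle gene KGD1, and the carrier genes CRC1, ODC1, PIC2 and SFC1. The others were RPO41, the mitochondrial RNA polymerase, RTC6, a mitochondrial ribosomal protein, OM14 of the outer membrane, and NUM1 and MDM36, which act in mitochondrial distribution. The odds ratio was 2.92 (95% confidence interval 1.62 to 4.97, two-sided Fisher's exact test, p = 0.000281). At any fold, 60 of 404 lower genes (14.9%) were on these lists, and 5 of 303 higher genes (1.65%). Of the 80 genes at least 2 fold higher, 3 (3.75%) were on them, all mitochondrial carriers (AAC3, YMC2 and OAC1). Against wild type, 27 of 494 genes at least 2 fold lower in Δpde2 cells (5.47%, p = 0.510) and 110 of 1193 at any fold (9.22%, p = 2.38e-13) were mitochondrial by the same exact test. The lists stand in for the GO-Slim compartments and cover fewer genes, and since some members were taken from the paper's tables the share is not independent evidence. Without Δpde2Δtpk3 replicate 1 the share was 8.64% and did not pass (p = 0.115, exact test).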

Closer inspection of the down-regulated mitochondrial genes revealed a number of interesting targets that are involved directly in the mitochondrial ETS (Table 2). Both external mitochondrial NADH dehydrogenases, *NDE1 *and *NDE2*, which represent Complex I in yeast, were down regulated by 2 and 5 fold respectively. Similarly *SDH2*, a component of complex II - succinate dehydrogenase; *CYT1 *and *RIP1 *complex III subunits; *CYC1-*isoform-1 cytochrome c; *COX4 *a subunit of complex IV - Cytochrome c Oxidase and *ATP19 *a component of ATPsynthase were all down regulated. In addition, the expression of a number of regulatory components of the ETS was also reduced, including *COQ2*, which is required for ubiquinone biosynthesis; *CYT2*, an enzyme required for cytochrome c maturation; *COX10 *and *SCO1*, both required for Cytochrome c Oxidase formation and *NCA3 *which regulates expression of the mitochondrially encoded ATP synthase subunits 6 and 8. In addition to the loss of crucial elements of the ETS the microarray revealed ROS detoxification enzymes (*SOD1, SOD2 *and *CTT1*) were not transcriptionally up-regulated despite the increase in ROS (Table 2).

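NDE1 (YMR145C) and NDE2 (YDL085W) encode the enzymes that oxidise cytosolic NADH at the outer face of the inner mitochondrial membrane. NDE2 transcripts were at 8.65 ± 0.36 (log2, SD, n = 3) in Δpde2 and 11.20 ± 0.36 (n = 2) in Δpde2Δtpk3 cells, a log2 fold change of -2.55 (SE 0.28, adjusted p = 0.00659, limma) or 5.87 fold. NDE1 was at 12.11 ± 0.17 in Δpde2 and 13.12 ± 0.05 in Δpde2Δtpk3 cells, a log2 fold change of -1.01 (SE 0.15, adjusted p = 0.0133) or 2.01 fold. The list of NADH dehydrogenases adds NDI1, the internal enzyme, which did not pass over all genes, and all 3 were lower when adjusted over the list alone. Both external enzymes were also lower in Δpde2 than in wild type cells, NDE2 by a log2 fold change of -4.50 (SE 0.25, adjusted p = 0.000148) and NDE1 by -0.83 (SE 0.14, adjusted p = 0.00326). In Δpde2Δtpk3 cells NDE1 did not differ from wild type by the test (0.18, adjusted p = 0.522), while NDE2 remained lower (-1.94, adjusted p = 0.0228). As a list the 3 genes were shifted down between Δpde2 and Δpde2Δtpk3 cells (camera, adjusted p = 0.00269, but adjusted p = 0.293 with an estimated correlation), and as NDE1 and NDE2 stand in Table 2 this is not independent evidence. NDE2 passed whichever array was left out (adjusted p up to 0.0431), while NDE1 no longer passed without Δpde2 replicate 1, Δpde2 replicate 3 or either Δpde2Δtpk3 array (up to 0.0704).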

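All 4 measured genes of complex II were lower in Δpde2 than in Δpde2Δtpk3 cells. SDH2 (YLL041C), the iron-sulphur subunit, was at 12.53 ± 0.18 (log2, SD, n = 3) in Δpde2 and 13.77 ± 0.04 (n = 2) in Δpde2Δtpk3 cells, a log2 fold change of -1.24 (SE 0.14, adjusted p = 0.00659, limma). SDH1 (-0.84), SDH4 (-0.72) and SDH3 (-0.50) were lower as well. Of 9 complex III genes, CYT1 (YOR065W, cytochrome c1) and RIP1 (YEL024W, the Rieske protein) were lower and 7 did not pass. The log2 fold change of CYT1 was -0.998 (SE 0.18, adjusted p = 0.0179) and that of RIP1 -0.79 (SE 0.21, adjusted p = 0.0479). CYC1 (YJR048W) was lower by -0.96 (SE 0.18, adjusted p = 0.0204), and the other isoform of cytochrome c did not pass. Of 9 complex IV genes 4 were lower, with COX4 (YGL187C) the most changed (-1.18, SE 0.18, adjusted p = 0.0138). Of 17 ATP synthase genes 4 were lower, namely the inhibitor INH1 (-0.86), ATP7 (-0.66), ATP5 (-0.65) and ATP1 (-0.50). ATP19 (YOL077W-A), subunit k of ATP synthase, had a log2 fold change of -1.15 (SE 0.45) and did not pass (adjusted p = 0.141), with wild type levels of 11.39 in replicate 1 and 12.92 and 12.93 in the others. Adjusted over the list alone, 4, 3, 5 and 7 genes of complexes II, III, IV and ATP synthase were lower, and none was higher. The lists were shifted down by camera (adjusted p = 0.000465, 0.0139, 0.00134 and 0.000107, but adjusted p = 0.293, 0.550, 0.430 and 0.473 with an estimated correlation), and they hold genes of Table 2, so they are not independent evidence. Without Δpde2Δtpk3 replicate 1 the complex III list did not pass (adjusted p = 0.0765). By fry, a limma test of a list by itself and not against the other genes, complex III did not pass (adjusted p = 0.0789). Complexes II and IV and ATP synthase did (fry, adjusted p = 0.00189, 0.0136 and 0.026). In wild type replicate 1 the median of the complex III genes lay -0.421 from the other wild type arrays, and that of complex IV -0.481. Without a Δpde2 or a Δpde2Δtpk3 array the 12 genes of Table 2 called here fell to between 3 and 7, of which SDH2 passed each time (adjusted p up to 0.0455), COX4 and CYC1 only without Δpde2 replicate 2 (up to 0.0830 and 0.0993), and CYT1 and RIP1 never (up to 0.0871 and 0.195). Of the arrays left out in turn, only wild type replicate 1 left RIP1 called, which also passed with only the arrays of both mutants (adjusted p = 0.0122), and ATP19 passed only without wild type replicate 1 (adjusted p = 0.000853, against up to 0.379 without other arrays), with only the arrays of both mutants or with array weights. SDH3 passed only without wild type replicate 1 (adjusted p up to 0.168 otherwise) and not with median centring (0.0538), ATP1 only without wild type replicate 1 or 2 (up to 0.130), and INH1, ATP5 and ATP7 only without a wild type array (up to 0.130, 0.0887 and 0.0894). SDH1 passed without a wild type array or Δpde2Δtpk3 replicate 2 (up to 0.0871 otherwise) and SDH4 without a wild type array or Δpde2 replicate 2 (up to 0.0887).

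**Figure D1:**
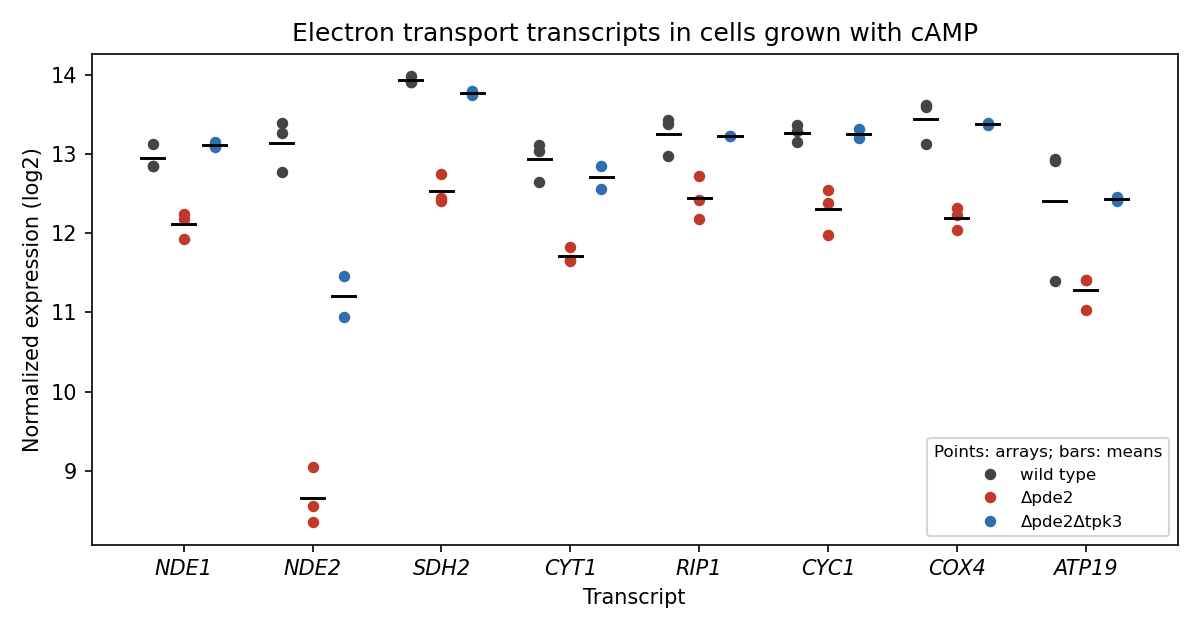
Normalized log2 expression of 8 electron transport transcripts in wild type (3 arrays), Δpde2 (3 arrays) and Δpde2Δtpk3 cells (2 arrays) grown with 4 mM cAMP. Points are arrays and bars are means, and the Δpde2 arrays lie below both Δpde2Δtpk3 arrays for each of the 8 transcripts, with 1 wild type array of ATP19 at 11.39.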

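NCA3 (YJL116C) showed the largest change of this group, from 10.88 ± 0.42 (log2, SD, n = 2) in Δpde2Δtpk3 to 8.07 ± 0.41 (n = 3) in Δpde2 cells, a log2 fold change of -2.81 (SE 0.31, adjusted p = 0.00659, limma). It was lower than in wild type in both mutants, by -4.94 (adjusted p = 0.000148) in Δpde2 and by -2.13 (adjusted p = 0.0228) in Δpde2Δtpk3 cells. CYT2 (YKL087C), the haem lyase of cytochrome c1, was 2.33 fold lower in Δpde2 than in Δpde2Δtpk3 cells (-1.22, SE 0.15, adjusted p = 0.00729). SCO1 (YBR037C), which delivers copper to complex IV, was 2.08 fold lower (-1.06, SE 0.15, adjusted p = 0.0116), and COX10 (YPL172C), which makes haem O, 2.64 fold lower (-1.40, SE 0.35, adjusted p = 0.0453). COQ2 (YNR041C) was 2.04 fold lower (-1.03, SE 0.26, adjusted p = 0.0430). Of 24 genes for the assembly of complex IV, 10 were lower, none was higher and 14 did not pass (13 lower when adjusted over the list alone), with COX15 (-0.80) and COX19 (-0.65) among the most changed after COX10 and SCO1. Of 9 genes of coenzyme Q synthesis, 4 were lower and 5 did not pass (5 lower when adjusted over the list alone), the others being CAT5 (-0.85), COQ1 (-0.65) and COQ3 (-0.60). Both lists were shifted down by camera (adjusted p = 7.86e-07 for complex IV assembly and 0.0139 for coenzyme Q), but adjusted p = 0.114 and 0.473 with an estimated correlation, and as genes of Table 2 are among their members they are not independent evidence. NCA3 passed whichever array was left out (adjusted p up to 0.0488) and CYT2 without any array but Δpde2 replicate 1 (0.0521), SCO1 passed only with the array left out a wild type one (up to 0.0708 otherwise), and COQ2 and COX10 only with wild type replicate 1 left out (up to 0.232 and 0.24 otherwise). Without Δpde2Δtpk3 replicate 1 the coenzyme Q list did not pass (adjusted p = 0.0549), nor did COQ2, COX10 and COQ3 with median centring (0.0565, 0.0565 and 0.0557). CAT5 and COQ1 passed only without a wild type array (adjusted p up to 0.112 and 0.0863 otherwise), COX19 and COQ3 only without wild type replicate 1 or 2 (up to 0.168 and 0.159), and COX15 without a wild type array or Δpde2 replicate 2 (up to 0.0673).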

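SOD1 (YJR104C), the cytosolic superoxide dismutase, had a log2 fold change of -0.18 (SE 0.11) between Δpde2 and Δpde2Δtpk3 cells and did not pass (adjusted p = 0.335, limma). SOD2 (YHR008C), the mitochondrial form, was lower in Δpde2 cells, at 12.86 ± 0.04 (log2, SD, n = 3) against 13.32 ± 0.05 (n = 2), a change of -0.47 (SE 0.11, adjusted p = 0.0378). CTT1 (YGR088W), the cytosolic catalase, was lower by -0.74 (SE 0.12, adjusted p = 0.0160). Against wild type, all 3 were lower in Δpde2 cells, CTT1 by -2.44 (adjusted p = 8.81e-05), SOD2 by -0.91 (adjusted p = 0.000754) and SOD1 by -0.38 (adjusted p = 0.0194). CTT1 was also lower in Δpde2Δtpk3 than in wild type cells (-1.71, adjusted p = 0.00205). Of 34 genes of ROS detoxification, 8 were lower in Δpde2 than in Δpde2Δtpk3 cells, 1 was higher and 25 did not pass, with the same counts when adjusted over the list alone. MCR1, the mitochondrial NADH-cytochrome b5 reductase (-1.37, adjusted p = 0.00647), and the peroxidase gene GPX1 (-0.80, adjusted p = 0.0297) fell, and GPX2, another peroxidase gene, rose (0.76, adjusted p = 0.0298). The list as a whole was not shifted by camera (adjusted p = 0.118) but was lower by fry (adjusted p = 0.0444), and SOD1, SOD2 and CTT1 were on it from Table 2. Against wild type 14 of its genes were lower and 5 higher in Δpde2 cells. MCR1 passed whichever array was left out (adjusted p up to 0.0432), CTT1 without a wild type array or Δpde2Δtpk3 replicate 2 (up to 0.0780 otherwise), and SOD2 only without wild type replicate 1 (up to 0.145 otherwise). GPX1 passed only without a wild type array (up to 0.138 otherwise), and GPX2 only without wild type replicate 1, wild type replicate 2 or Δpde2Δtpk3 replicate 1 (up to 0.129 otherwise). Against wild type, SOD1 did not pass without wild type replicate 3 or any of the Δpde2 arrays (adjusted p up to 0.0828).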

**Figure 5:**
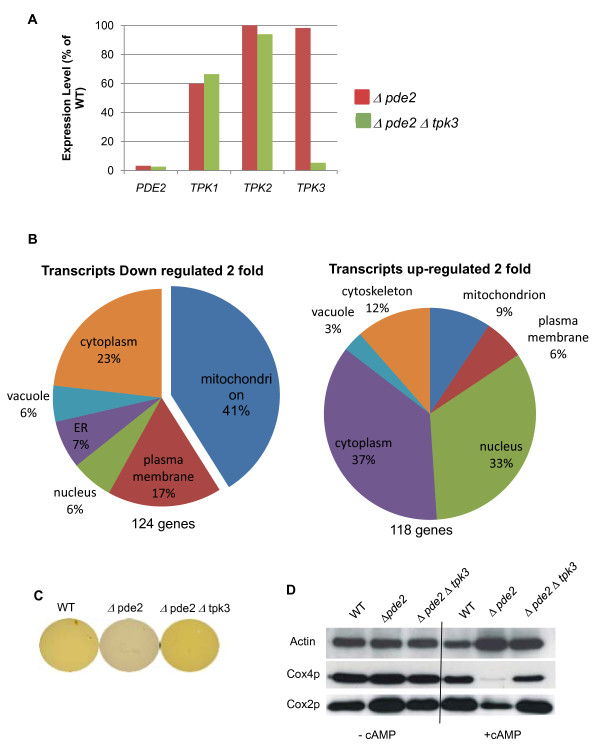
**Microarray analysis of the effects of elevated Tpk3p activity**. The effect of high Tpk3p activity on gene transcription was assessed. An affymatrix microarray was performed on RNA isolated from *Δpde2 *and *Δpde2 Δtpk3 *strains grown to diaxuic shift in YPD media supplemented with 4 mM cAMP. Confirmation of both the strains genotype and reliability of the micro array data can be seen by comparing expression levels of the effected genes *PDE2 *and *TPK3: TPK1 *and *TPK2 *expression levels are included for information (A). GO-Slim Mapper software was used to identify likely intracellular compartments of genes either up or down regulated by at least 2 fold (B). Genes involved in glycogen biosynthesis were significantly down regulated in *Δpde2 *cells under these conditions but not in *Δpde2 Δtpk3*. As further verification of the array data we assayed glycogen levels in wild type, *Δpde2 *and *Δpde2 Δtpk3 *cells. In this assay a yellow colour is indicative of glycogen presence (C). Western blotting was used to assess the levels of the mitochondrial Cytochrome c Oxidase protein Cox4p, Cox2p and actin (Act1p) in wild type, *Δpde2 *and *Δpde2 Δtpk3 *cells grown in the presence or absence of 4 mM cAMP. Protein equivalent to 2 × 10^6 ^cells was run on an SDS-PAGE gel and transferred to PVDF for immunodetection (D).

**Table 2:** Selected genes downregulated by elevated cAMP/*TPK3 *signalling

Function	Gene	Fold Change	Gene Function
PKA	*TPK1*	-1.1	PKA catalytic subunit
	*TPK2*	1.1	PKA catalytic subunit

ETS	*NDE1*	-2.0	Mitochondrial external NADH dehydrogenase, catalyzes the oxidation of cytosolic NADH;
	*NDE2*	-5.5	Mitochondrial external NADH dehydrogenase, catalyzes the oxidation of cytosolic NADH;
	*SDH2*	-2.3	Iron-sulfur protein subunit of succinate dehydrogenase Complex II
	*COQ2*	-2.0	Catalyzes the second step in ubiquinone (coenzyme Q) biosynthesis
	*RIP1*	-1.7	Rieske Iron Sulphur Protein of Complex III
	*CYT1*	-2.0	Cytochrome c1, catalytic subunit of complex III
	*CYT2*	-2.3	Cytochrome c1 heme lyase, involved in maturation of CYT1
	*CYC1*	-1.9	Cytochrome c, isoform 1;transfers electrons from Complex III to Complex IV
	*COX4*	-2.2	Subunit IV of cytochrome c oxidase (Complex IV)
	*COX10*	-2.3	Heme A:farnesyltransferase, required for cytochrome c oxidase activity;
	*SCO1*	-2.0	Copper-binding protein of the mitochondrial inner membrane, required for cytochrome c oxidase
	*NCA3*	-6.2	Regulates mitochondrial expression of subunits 6 (Atp6p) and 8 (Atp8p) of Complex V
	*ATP19*	-2.2	Subunit k of the mitochondrial F1F0 ATP synthase

Detox	*SOD1*	-1.4	Cytosolic superoxide dismutase
	*SOD2*	-1.1	Mitochondrial superoxide dismutase; protects cells against oxygen toxicity
	*CTT1*	-1.6	Cytosolic catalase T, has a role in protection from oxidative damage by hydrogen peroxide

Selected genes involved in ETS and ROS detoxification that were downregulated in *Δpde2 *cells but not in *Δpde2 Δtpk3 *when grown in the presence of exogenous 4 mM cAMP. Gene lists were obtained as a ratio of statistically significant expression levels in *Δpde2*/*Δpde2 Δtpk3 *cells when grown in the presence of 4 mM cAMP.

Examination of up-regulated genes did not reveal any components of the ETS However genes involved in cellular respiration and mitochondrial regulation were identified (Table 3). These include *PUF3*, which links mitochondria to actin cables and is important for inheritance and morphological regulation [43]. 

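PUF3 (YLL013C) encodes an RNA-binding protein that acts on mRNAs of mitochondrial proteins. Its transcripts were at 7.54 ± 0.12 (log2, SD, n = 3) in Δpde2 and 6.57 ± 0.17 (n = 2) in Δpde2Δtpk3 cells, a log2 fold change of 0.97 (SE 0.22, adjusted p = 0.0335, limma) or 1.96 fold. AAC3 (YBR085W), the ADP/ATP carrier expressed at low oxygen, was 3.44 fold higher in Δpde2 cells (1.78, SE 0.36, adjusted p = 0.0236). Of 25 mitochondrial carriers measured, 3 were higher and 8 lower (3 and 10 when adjusted over the list alone). With AAC3, the carrier genes YMC2 (1.92, SE 0.33, adjusted p = 0.0175) and OAC1, the oxaloacetate carrier (1.55, SE 0.12, adjusted p = 0.00296), rose. Of 28 genes of mitochondrial morphology and inheritance, PUF3 and 1 other were higher, 4 were lower and 22 did not pass (2 higher and 5 lower when adjusted over the list alone). Those that fell include NUM1 (-1.19), OM14 (-1.17) and MDM36 (-1.01). Neither list was shifted as a whole (camera, adjusted p = 0.0698 for carriers and 0.145 for morphology). Of 30 hypoxic and haem-repressed genes, AAC3, HEM13 of haem synthesis (0.99) and 1 other were higher and DAN4 (-1.16) and the fatty acid desaturase gene OLE1 (-0.68) lower, which left 25 that did not pass (7 higher and 4 lower when adjusted over the list alone, camera adjusted p = 0.125), and in wild type replicate 1 the median of this list lay 0.661 above the other wild type arrays. PUF3 and AAC3 passed only without a wild type array (adjusted p up to 0.179 and 0.143 otherwise), as did YMC2 (up to 0.104), while OAC1 and OM14 passed whichever array was left out (up to 0.0308 and 0.0463). NUM1, MDM36, DAN4 and OLE1 passed only without a wild type array (up to 0.0993, 0.0971, 0.148 and 0.134 otherwise), and HEM13 without a wild type array or Δpde2Δtpk3 replicate 1 (up to 0.108). With median centring PUF3 (adjusted p = 0.0745) and DAN4 (0.0528) did not pass, nor did PUF3 with trend and robust moderation (0.0598).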

Certain genes associated with cellular stress response were also up-regulated in a Tpk3p dependent manner. For example an 8 fold increase in transcripts encoding the DNA damage response gene *HUG1 *was found. 

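HUG1 (YML058W-A), a small inhibitor of ribonucleotide reductase, was at 11.23 ± 0.12 (log2, SD, n = 3) in Δpde2 and 8.15 ± 0.29 (n = 2) in Δpde2Δtpk3 cells, a log2 fold change of 3.08 (SE 0.46, adjusted p = 0.0128, limma) or 8.44 fold. In wild type cells it was at 9.43 in replicate 1 and at 8.23 and 7.69 in the others, and it was higher in Δpde2 than in wild type cells (2.78, SE 0.41, adjusted p = 0.00215). Of 27 genes of the DNA damage response measured, 3 were higher, none was lower and 24 did not pass (4 higher and 2 lower when adjusted over the list alone). The others that rose were SAE2, which acts in the processing of DNA double-strand breaks (1.52, SE 0.14, adjusted p = 0.00401), and IRC4 (1.80, SE 0.36, adjusted p = 0.0238). The list as a whole was not shifted (camera, adjusted p = 0.964, with a median of -0.04 and a mean of 0.149 of opposite sign). THI4 (YGR144W), of thiamine synthesis and mitochondrial DNA stability, had a log2 fold change of 1.76 (SE 0.58) and did not pass (adjusted p = 0.0923). Its wild type level was 10.66 in replicate 1 and 8.47 and 8.83 in the others, and it passed without wild type replicate 1 (adjusted p = 0.000452, against up to 0.297 without other arrays), with only the arrays of both mutants and with array weights. SAE2 passed whichever array was left out (adjusted p up to 0.0403), and HUG1 and IRC4 only where it was a wild type one (up to 0.0863 and 0.144 otherwise), while IRC4 did not pass with median centring (0.0891).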

Interestingly, several transporters involved in glucose uptake, *HXT1*, *HXT2 *and *HXT11 *were also upregulated (Table 3 and Additional File 3). These transporters are induced when the cell senses high glucose levels. 

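HXT1 (YHR094C), a low affinity glucose transporter, was at 11.24 ± 0.06 (log2, SD, n = 3) in Δpde2 and 8.17 ± 0.17 (n = 2) in Δpde2Δtpk3 cells, a log2 fold change of 3.07 (SE 0.42, adjusted p = 0.00983, limma) or 8.40 fold. HXT2 (YMR011W), a high affinity transporter, had a log2 fold change of 1.12 (SE 0.76) and HXT11 (YOL156W) of 0.66 (SE 0.51), and neither passed (adjusted p = 0.384 and 0.446). HXT2 was higher than in wild type in both mutants, by 5.60 (SE 0.68, adjusted p = 0.00111, and 6.49 without wild type replicate 1) in Δpde2 and by 4.48 (adjusted p = 0.0332) in Δpde2Δtpk3 cells. HXT5 (YHR096C), a transporter expressed in slow growth, was lower in Δpde2 than in Δpde2Δtpk3 cells (-2.24, SE 0.29, adjusted p = 0.00847), and so was SNF3 (YDL194W), the sensor of low glucose (-1.06, SE 0.16, adjusted p = 0.0138). Of 17 hexose transporters and sensors measured, these gave 1 higher, 2 lower and 14 that did not pass, with the same counts when adjusted over the list alone, and the list as a whole was not shifted (camera, adjusted p = 0.999, with a direction opposite to its median of 0.02). In wild type replicate 1 the median of this list lay 1.30 above the other wild type arrays, with HXT2 at 9.91 against 7.36 and 7.11 and HXT1 at 8.31 against 6.83 and 6.92. HXT1 no longer passed without Δpde2 replicate 1, Δpde2 replicate 3 or either Δpde2Δtpk3 array (adjusted p up to 0.0708), SNF3 without any array of either mutant (up to 0.0830), and HXT5 without Δpde2 replicate 1 (0.0521). HXT2 passed without wild type replicate 1 (adjusted p = 0.00170, against up to 0.671 without other arrays), with only the arrays of both mutants and with array weights, and HXT11 only with the arrays of both mutants.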

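MIG2 (YGL209W), a zinc finger repressor of the glucose repression pathway, was 4.92 fold higher in Δpde2 than in Δpde2Δtpk3 cells, at 11.58 ± 0.11 (log2, SD, n = 3) against 9.29 ± 0.95 (n = 2), a log2 fold change of 2.30 (SE 0.38, adjusted p = 0.0159, limma). Its increase against wild type in Δpde2 cells was the largest among genes that passed and whose arrays did not overlap (6.26, SE 0.34, adjusted p = 0.000148), and it was also higher in Δpde2Δtpk3 than in wild type cells (3.96, adjusted p = 0.00622). SUC2 (YIL162W), the invertase gene, did not differ between both mutants by the test (log2 fold change -0.06, SE 0.29, adjusted p = 0.919), a value whose sign turned without Δpde2 replicate 2 (0.01). It was higher in Δpde2 than in wild type cells (0.83, SE 0.26, adjusted p = 0.0373). Of 18 regulators of glucose repression, MIG2 and MIG3 (YER028C), a related repressor (1.67, SE 0.36, adjusted p = 0.0281), were higher in Δpde2 than in Δpde2Δtpk3 cells, 3 were lower and 13 did not pass, with the same counts when adjusted over the list alone. REG2, a subunit that targets the Glc7p phosphatase (-1.37, SE 0.34, adjusted p = 0.0416), and SIP2, a beta subunit of the Snf1p kinase (-1.11, SE 0.23, adjusted p = 0.0256), were among those that fell. The list was not shifted as a whole (camera, adjusted p = 0.793, with a median of -0.05 and a mean of 0.0410 of opposite sign). The log2 fold change of MIG2 was 1.63 without Δpde2Δtpk3 replicate 1 and 2.97 without Δpde2Δtpk3 replicate 2. MIG2 no longer passed when any of the Δpde2 arrays was left out (adjusted p up to 0.0780), and MIG3 and SIP2 without any array of either mutant (up to 0.154 and 0.109). REG2 passed only without wild type replicate 1 or wild type replicate 3 (up to 0.193 otherwise). Against wild type, SUC2 passed only with wild type replicate 1 as the array left out (adjusted p up to 0.123 otherwise), and not with median centring (0.0642) or with only the arrays of both strains (0.0605).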

Another gene that supported the idea that nutrient sensing in terms of glucose was compromised included *MIG2 *which has been shown to inhibit *SUC2 *expression in the presence of high glucose levels (Table 3).

**Table 3:** Selected genes uppregulated by elevated cAMP/*TPK3 *signalling

Function	Gene	Fold Change	Gene Function
DNA damage	*HUG1*	8.0	Responds to DNA damage or replication arrest, transcription is induced by DNA damage
	*THI4*	3.4	Thiazole synthase, required for thiamine biosynthesis and for mitochondrial genome stability

Nutrient sensing	*HXT1*	8.0	Glucose transporter, expressed in the presence of glucose, repressed when glucose is limited
	*MIG2*	5.0	Supressor of SUC2 expressed under high glucose levels

Mitochondrial Function	*PUF3*	2.4	OMM protein, linksArp2/3 complex with the mitochore promotes degradation of mRNAs for select nuclear-encoded mitochondrial proteins
	*AAC3*	3.4	IMM ADP/ATP translocator, exchanges cytosolic ADP for mitochondrially synthesized ATP; roles in maintenance of viability and in respiration

Genes involved in mitochondrial function, DNA damage response and nutrient sensing that were upregulated in *Δpde2 *cells but not in *Δpde2 Δtpk3 *when grown in the presence of exogenous cAMP. Gene lists were obtained as a ratio of statistically significant expression levels in *Δpde2*/*Δpde2 Δtpk3 *cells when grown in the presence of 4 mM cAMP.

A known feature of PKA activity is the ability to suppress the activation of biosynthesis of the storage carbohydrates glycogen and trehalose. This effect was noted in our array data. Several genes whose products are involved in glycogen and trehalose biosynthesis were downregulated in a Tpk3p dependent manner (Additional File 5). 

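Of 19 genes of glycogen metabolism, 11 were lower in Δpde2 than in Δpde2Δtpk3 cells, none was higher and 8 did not pass (13 lower when adjusted over the list alone). GLC3 (YEL011W), the branching enzyme, was at 12.61 ± 0.15 (log2, SD, n = 3) in Δpde2 and 13.67 ± 0.01 (n = 2) in Δpde2Δtpk3 cells, a log2 fold change of -1.06 (SE 0.13, adjusted p = 0.00729, limma). MRK1 (YDL079C), a kinase of the glycogen synthase kinase 3 family, was 3.44 fold lower (-1.78, SE 0.17, adjusted p = 0.00470), and GLG1, which primes glycogen synthesis, was lower by -0.996 (SE 0.25, adjusted p = 0.0424). PIG2 (YIL045W) had a log2 fold change of -1.45 (SE 0.59) and did not pass (adjusted p = 0.153), with wild type levels of 9.86 in replicate 1 and of 11.93 and 11.94 in the others. Of 7 genes of trehalose metabolism, 4 were lower and 3 did not pass (6 lower when adjusted over the list alone). TPS2 (YDR074W), the phosphatase of trehalose synthesis, was 2.17 fold lower (-1.12, SE 0.14, adjusted p = 0.00729), and TSL1 (YML100W), a regulatory subunit of the same complex, 2.07 fold lower (-1.05, SE 0.13, adjusted p = 0.00786). The trehalose-degrading enzymes NTH2 (-1.03, adjusted p = 0.0155) and ATH1 (-1.01, adjusted p = 0.0263) also fell. Both lists were shifted down by camera (glycogen, adjusted p = 4.01e-08, trehalose, adjusted p = 4.60e-05), but adjusted p = 0.114 for each with an estimated correlation, and as they hold genes of Additional file 5 they are not independent evidence. GLC3, MRK1, TPS2 and TSL1 passed whichever array was left out (adjusted p up to 0.0493, 0.0403, 0.0496 and 0.0498), while GLG1 passed only without wild type replicate 1 (up to 0.182 otherwise), NTH2 without a wild type array or Δpde2Δtpk3 replicate 1 (up to 0.0884) and ATH1 without a wild type array (up to 0.125). PIG2 passed without wild type replicate 1 (adjusted p = 0.000153, against up to 0.367 without other arrays), with only the arrays of both mutants and with array weights.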

As a further control to verify the validity of our microarray data we investigated whether elevated Tpkp3 activity resulted in the suppression of glycogen accumulation as cells enter the stationary phase of growth. Wild type, *Δpde2 *and *Δpde2 Δtpk3 *cells were grown for 48 h and stained for glycogen accumulation as described in materials and methods. Wild type cells start to accumulate glycogen at this point of growth (Figure 5C), however we found that cells lacking *PDE2 *fail to accumulate glycogen. This failure to accumulate glycogen could be reversed by the additional deletion of *TPK3 *(Figure 5C).

The microarray data also suggested that the elevation of cAMP levels leds to a Tpk3p dependent reduction in *COX4 *transcript levels, a core component of Cytochrome c Oxidase. 

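COX4 transcripts were at 13.45 ± 0.28 (log2, SD, n = 3) in wild type, 12.20 ± 0.15 (n = 3) in Δpde2 and 13.38 ± 0.02 (n = 2) in Δpde2Δtpk3 cells. They were lower in Δpde2 than in wild type cells by a log2 fold change of -1.25 (SE 0.16, adjusted p = 0.00135, limma), and did not differ between Δpde2Δtpk3 and wild type cells by the test (-0.06, adjusted p = 0.848). Other nuclear genes for complex IV subunits showed smaller differences between both mutants, with COX8 at -0.81 (SE 0.15, adjusted p = 0.0184), COX5A at -0.74 (SE 0.11, adjusted p = 0.0130) and COX6 at -0.72 (SE 0.19, adjusted p = 0.0483). Against wild type, 5 of the 9 measured genes of the complex were lower and 1 was higher in Δpde2 cells (camera, adjusted p = 0.0682), while none was lower and 1 was higher in Δpde2Δtpk3 cells. Of all 5449 genes, 1193 were lower than in wild type in Δpde2 cells and 92 in Δpde2Δtpk3 cells. COX8 passed only without a wild type array (adjusted p up to 0.0885 otherwise), COX5A without a wild type array or Δpde2 replicate 2 (up to 0.0756 otherwise), and COX6 only without wild type replicate 1 (up to 0.182 otherwise) and not with median centring (0.0512).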

We tested whether this observation could be re-capitulated at the protein level by conducting a western blot using wild type, *Δpde2 *and *Δpde2Δtpk3 *strains were grown to diauxic shift in the absence or presence of 4 mM cAMP. In all strains grown without the addition of exogenous cAMP there appeared to be similar levels of Cox4p (Figure 5D). However upon addition of cAMP Cox4p was barely detectable in *Δpde2 *cells and a partial restoration was observed in *Δpde2Δtpk3 *cells. As Cox4p is essential for complex IV stability, these data suggested that high levels of cAMP and Tpk3p activity may lead to a loss or respiration as a result of the loss of Cytochrome c oxidase from the mitochondria. In line with this the level of Cox2p, which is encoded by the mitochondrial genome, was also greatly reduced upon cAMP elevation in *Δpde2 *cells (Figure 5D).

### cAMP/PKA signaling regulates mitochondrial function and cell death via transcription factor activity

Our microarray data suggest that elevated *TPK3 *activity leads to considerable remodeling at the level of transcription, with particular emphasis on genes involved in mitochondrial function. 

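Genes of the glyoxylate cycle, the TCA cycle and stress resistance were also lower in Δpde2 than in Δpde2Δtpk3 cells, and some genes of cytosolic ribosomal proteins were higher. Of 23 genes of the glyoxylate cycle and gluconeogenesis, which cells use to grow on carbon sources other than sugars, 15 were lower in Δpde2 than in Δpde2Δtpk3 cells and none was higher (18 lower when adjusted over the list alone), with the succinate-fumarate carrier SFC1 (log2 fold change -2.07), the malate synthase gene MLS1 (-1.85), FBP1 (-1.65) and IDP2 (-1.50) the most changed. Of 16 TCA cycle genes 10 were lower (12 when adjusted over the list alone), among them KGD1 (-1.15) and the aconitase gene ACO1 (-0.85). Of 52 stress genes controlled by the PKA-regulated factors Msn2p and Msn4p, 26 were lower and none was higher (31 lower when adjusted over the list alone), including SPG1 (-1.64) and XBP1 (-1.52). The carnitine genes CRC1 (-1.33), YAT2 (-1.17) and CAT2 (-0.999) were the 3 of 16 genes of fatty acid oxidation and carnitine that were lower (3 when adjusted over the list alone). Beside 404 lower genes of all 5449 tested, those for building mitochondria that passed were 7 of 74 for the mitochondrial ribosome (6 when adjusted over the list alone), among them MRPL39 (-0.91), 3 of 36 for protein import (1 over the list alone), among them TIM23 (-0.84), and 1 of 13 for mitochondrial DNA maintenance (1 over the list alone), namely RPO41 (-1.06), each of them lower. With each array left out in turn, MRPL39 passed only where it was a wild type one. Of 127 cytosolic ribosomal protein genes 25 were higher and none was lower (51 higher when adjusted over the list alone). Over 39 lists, 17 were shifted down and 4 up by camera, among them Msn2p and Msn4p targets (adjusted p = 2.90e-14), the glyoxylate cycle (1.87e-10), the TCA cycle (4.45e-08) and ribosomal proteins (4.17e-15), but with an estimated correlation their adjusted p was 0.0553, 0.293, 0.293 and 0.325 and no list passed. By fry, which does not compare a list with the other genes, the same 4 lists passed (adjusted p = 8.24e-05, 0.00408, 0.00181 and 0.0094). Fatty acid oxidation (0.121) and the mitochondrial ribosome (0.101) did not pass by fry. The lists of Msn2p and Msn4p targets, the glyoxylate cycle, the TCA cycle and fatty acid oxidation hold genes of Additional file 4. Those genes were chosen by the authors on these arrays, so the shifts of these lists are not independent evidence. The lists for fatty acid oxidation (adjusted p = 0.0105), the mitochondrial ribosome (0.00957), import (0.0105) and DNA maintenance (0.0491) had an adjusted p of 0.550, 0.550, 0.168 and 0.449 with an estimated correlation. Against wild type, the mitochondrial ribosome list was not shifted in Δpde2 cells (median 0.05, 10 genes higher and 16 lower, camera adjusted p = 0.977). The lists for import (0.307) and DNA maintenance (0.0512) did not pass there by camera either, while both were lower by fry (adjusted p = 0.00151 and 0.00127). Of the 136 genes at least 2 fold lower in Δpde2 than in Δpde2Δtpk3 cells, 124 were also at least 2 fold lower than in wild type, and of the 80 higher genes 66 were also higher. Both comparisons hold the same Δpde2 arrays, and the same numbers of genes taken by rank from 50 simulated sets without change shared 63.3 lower and 36.5 higher genes on average when ranked by p, and 76.8 and 45.1 (at most 89 and 55) when ranked by fold. In the simulated sets a gene had the same spread on every array, while residual SDs here ran from 0.0983 (Δpde2 replicate 1) to 0.604 (wild type replicate 1). The sets therefore do not give the overlap that arrays of such unequal spread would share. The paper proposes a role for the activity of this kinase in the change of transcription, in part from these transcript levels with and without TPK3. Its account also draws on re-expressed and kinase-dead TPK3, Cox4p and Cox2p protein, glycogen staining and deletion of SOK2, SKO1 or HAP4. Without Δpde2Δtpk3 replicate 1, the lists for fatty acid oxidation (adjusted p = 0.0912), the mitochondrial ribosome (0.0821) and mitochondrial DNA maintenance (0.0765) did not pass, and the last was also lost without wild type replicate 1 or 2, Δpde2 replicate 1 or 3, or Δpde2Δtpk3 replicate 2 (adjusted p between 0.0518 and 0.0828) and with median centring (0.0515), which YAT2 did not pass either (0.0512). SFC1, MLS1 and RPO41 passed whichever array was left out (adjusted p up to 0.0483, 0.0337 and 0.0479), FBP1, IDP2, KGD1 and SPG1 in 5 of 8 cases (up to 0.0618, 0.0629, 0.0602 and 0.0722), XBP1, CRC1 and TIM23 in 4 (up to 0.0655, 0.0985 and 0.107), ACO1 in 3 (up to 0.0756), and YAT2 and CAT2 in 2 (up to 0.145 and 0.141).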

In an attempt to identify transcription factors involved we utilised the bioinformatics analysis package Yeastract http://www.yeastract.com/ to identify potential transcription factor involvement. Using this analysis software, which utilizes 48,333 characterised associations between known transcription factors and target genes, several candidate transcription factors were selected for further analysis, these were *SOK2*, *SKO1 *and *HAP4 *(Figure 6). The collapse of respiration observed in cells lacking *PDE2*, when grown in the presence of 4 mM cAMP, was partially rescued by the deletion of either *SKO1 *or *SOK2 *(Figure 6A). However in both cases a significant reduction in routine respiration rate was observed in response to cAMP addition. In contrast, although exhibiting a low starting routine rate of respiration, *Δpde2Δhap4 *cells did not respond to the addition of cAMP (Figure 6A). In line with a partial restoration of mitochondrial function, both *Δpde2Δsko1 and Δpde2Δsok2 *showed a significant reduction in the number of cells accumulating high levels of ROS when compared to *Δpde2 *single mutant cells (Figure 6B). Strikingly the addition of cAMP to *Δpde2Δhap4 *did not induce significant ROS production (Figure 6B). We also examined the effects of cAMP elevation on cell death in colonies in these strains (Figure 6C). We found that the loss of *SKO1 *or *SOK2 *in a *Δpde2 *background renders cells partially unresponsive to cAMP addition, resulting in increased colony size and reduced cell death as assessed by Phloxine B uptake (Figure 6C). Cells lacking both *PDE2 *and *HAP4 *appeared to be resistant to cAMP exposure and did not exhibit signs of widespread cell death (Figure 6C).

**Figure 6:**
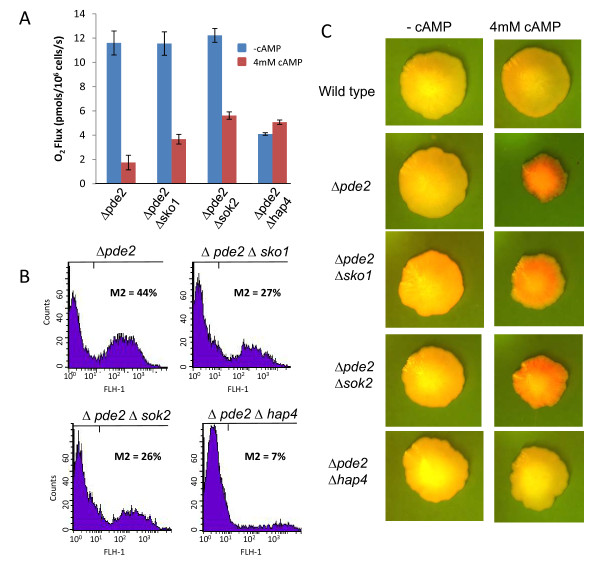
**Influence of transcription factors predicted to play a role in *TPK3 *based transcriptional remodeling under conditions of elevated cAMP**. Cells lacking *PDE2 *and either of the transcription factors *SKO1*, *SOK2 *or *HAP4 *were examined for their capacity to regulate routine respiration, ROS production and cell death in response to cAMP addition. Routine respiration was measured in *Δpde2*, *Δpde2Δsko1, Δpde2Δsok2, Δpde2Δhap4 *cells using a high resolution respirometer after growth for 24 h in YPD + 4 mM cAMP (A). The same strains and growth conditions were used to assess the production of ROS using H_2_DCF-DA (B) and the extent of cell death within colonies using phloxine B uptake as described in materials and methods (C).

### *HAP4 *activity leads to the cAMP/PKA dependent biogenesis of dysfunctional mitochondria prone to ROS production

Our data points to a mechanism whereby cAMP induced ROS production and cell death occurs as a result of the modulation of multiple transcription factor activity. However the activity of *HAP4 *would appear to be of particular importance. It has been demonstrated that the *HAP4 *gene product is involved in stimulating mitochondrial biogenesis and elevating respiration during glucose de-repression, by enhancing the transcriptional activity of the HAP2/3/4/5 complex [44]. We therefore investigated the effects of *HAP4 *overexpression on mitochondrial function in wild type and *Δpde2 *cells grown in the presence of cAMP. To do this we overexpressed *HAP4 *from plasmids that utilized either an endogenous promoter or repressible Tetracycline, Tet O, promoter. Both of these plasmids were able to fully restore the inability of a *HAP4 *deletion strain to grow on the non-fermentable carbon source glycerol, indicating that both could restore mitochondrial function (data not shown). Initially we examined the ability of *HAP4 *overexpression to suppress the mitochondrial morphology defects associated with high PKA activity. As both plasmids yielded exactly the same results we present data for a single HAP4 expressing plasmid, that utilizing the Tet O promoter (Figure 7A). Mitochondria in cells lacking Pde2p develop fragmented and swollen mitochondria that fail to respire when grown in the presence of cAMP (Figure 7A and 3B). The overexpression of *HAP4 *was found to partially restore mitochondrial morphology to *Δpde2 *cells, in that a tubular array could be observed. However this network was never observed to be as elaborate as that seen in wild type cells (Figure 7A). The overexpression of *HAP4 *in *Δpde2 *cells was also able to increase the expression of nuclear (Cox4p) and mitochondrial encoded (Cox2p) components of the Cytochrome c Oxidase complex (complex IV) of the electron transport chain (Figure 7B). This indicates that expression of *HAP4 *is able to promote mitochondrial biogenesis in *Δpde2 *cells grown in the presence of cAMP. However the overexpression of *HAP4 *was insufficient to improve the poor oxygen consumption level observed in *Δpde2 *cells when treated with cAMP (Figure 7B). In addition, only a small reduction in the number of cells accumulating ROS could be observed when comparing *Δpde2 *cell grown in the presence of cAMP in the presence or absence of the *HAP4 *overexpression construct (Figure 7C). It should be noted that the overexpression of *HAP4 *in wild type cells also resulted in a significant reduction in oxygen consumption (Figure 7B) and an increase in the number or ROS positive cells (Figure 7C). These results suggest that although increased expression of *HAP4 *can lead to an increase in mitochondrial biogenesis, it does not by itself lead to the production of healthy and fully functional organelles.

**Figure 7:**
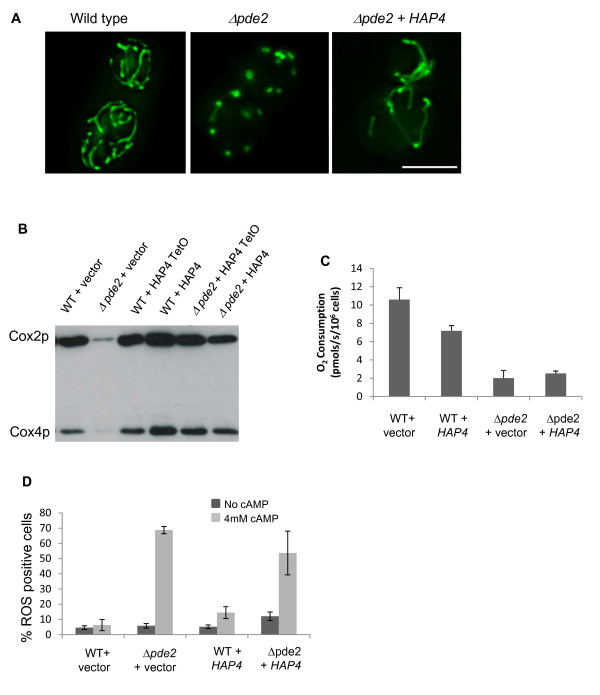
***HAP4 *overexpression leads to the production of dysfunctional mitochondria prone to ROS production**. Mitochondrial morphology was examined in wild type + empty plasmid, *Δpde2 *+ empty plasmid and *Δpde2 + HAP4 *cells grown to diauxic shift in minimal media supplemented with 4 mM cAMP using a mitochondria targeted GFP probe (A). The expression of nuclear and mitochondria encoded components of the Cytochrome c Oxidase complex (complex IV) was examined in wild type and *Δpde2 *cells grown in the presence of 4 mM cAMP (B). The influence of *HAP4 *overexpression on the ability of wild type and *Δpde2 *cells to respire (C) and to produce ROS (D) was examined under the same growth conditions. Scale Bar = 10 μM.

## Discussion

The activity of cAMP/PKA signalling pathways appears to play an important role in the regulation of cell death in eukaryotes. For example it has been shown in lymphoid cells that elevated cAMP/PKA levels cause transcriptional changes that promote mitochondrial dependent apoptosis [45] andcan induce apoptosis via the up-regulation of Smac/DIABLO in cultured HeLa cells [46]. Our previous studies suggest that in yeast excessive PKA activity can also trigger, albeit via distinct signalling mechanisms to those observed to date in mammalian systems, mitochondria dependent apoptosis [27,28,30]. In yeast cAMP/PKA stimulated apoptosis involves the production of ROS from mitochondria. The mitochondrial state that leads to ROS production in actin aggregating cells requires PKA activity, and in particular the function of one of the three PKA subunits found in *S. cerevisiae*, Tpk3p [27,30]. Our data presented here supports a role for PKA signalling in regulating the activity of mitochondria via transcriptional control. In support of this our microarray analysis of the effects of cAMP elevation revealed a Tpk3p dependent suppression of a significant number of genes involved in mitochondrial function. Of particular note were genes whose products contribute to the electron transport system. The Tpk3p dependent downregulation of genes required for respiration also resulted in a significant reduction in respiratory capacity. Both the regulation of transcription and respiration could be restored by deletion of *TPK3*, implicating this single enzyme as an important regulator of mitochondrial biogenesis. 

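The lists of complex II, ATP synthase, glycogen and trehalose metabolism were shifted down against wild type in Δpde2 cells (camera, adjusted p = 0.00475, 0.00194, 0.000124 and 0.00534, but adjusted p = 0.420, 0.630, 0.383 and 0.383 with an estimated correlation). In Δpde2Δtpk3 cells these lists were not shifted against wild type (adjusted p = 0.341, 0.599, 0.814 and 0.814). The median log2 fold change against wild type in Δpde2 cells was -0.91 for complex II, -0.53 for complex IV, whose shift did not pass, -0.44 for ATP synthase, -0.83 for glycogen and -0.97 for trehalose metabolism. In Δpde2Δtpk3 cells the same medians were -0.16, 0.00, -0.06, 0.11 and 0.07, and no gene of complexes II and III, complex IV assembly, ATP synthase, coenzyme Q or trehalose metabolism differed from wild type by limma. Of all 5449 genes only 56 were higher and 92 lower there, against 1064 and 1193 in Δpde2 cells. The lack of calls is therefore no evidence of wild type levels. The counts of both mutants set beside each other below carry the same imbalance. The difference between both mutants is the one tested between Δpde2 and Δpde2Δtpk3 cells at the claims above. Against wild type, 3 lists remained shifted down in Δpde2Δtpk3 cells and 4 were shifted up by camera. Among the 4 was the mitochondrial ribosome (median 0.25, adjusted p = 0.00619, but adjusted p = 0.850 with an estimated correlation). Without wild type replicate 1 this list did not pass (camera, adjusted p = 0.103), and in that array its median lay -0.329 from the other wild type arrays. With an array left out its median fold change ran from 0.0933 to 0.251. The genes of fatty acid oxidation and carnitine had a median of -0.92 against wild type (camera, adjusted p = 6.24e-08, but adjusted p = 0.850 with an estimated correlation), with 3 of 16 lower (13 when adjusted over the list alone), beside -1.52 and 15 of 16 in Δpde2 cells. In wild type replicate 1 the median of this list lay 0.446 above the other wild type arrays, which differed by -0.316 from each other. The glyoxylate cycle and gluconeogenesis had a median of -0.39 (adjusted p = 1.79e-05, but adjusted p = 0.850 with an estimated correlation) and 4 of 23 lower, beside -1.41 and 21 of 23. The TCA cycle had a median of -0.22 (adjusted p = 0.00619, but adjusted p = 0.850 with an estimated correlation) and 1 of 16 lower, beside -0.83 and 15 of 16. Of 52 Msn2p and Msn4p targets 9 were lower and 1 was higher in Δpde2Δtpk3 than in wild type cells (14 and 7 when adjusted over the list alone), without a shift of the list by camera (adjusted p = 0.215), beside 34 and 4 in Δpde2 cells. By fry this list was lower in Δpde2Δtpk3 than in wild type cells (adjusted p = 0.0119). Among single genes, the spore wall gene SPS100 (-5.51 in Δpde2 and -4.91 in Δpde2Δtpk3 cells), SHH3 (-5.48 and -4.62), YOR186W (-4.86 and -3.22) and FMP45 (-4.75 and -2.57) were lower than in wild type in both mutants. Higher in both were YLR012C (4.57 and 3.77), YJL213W (3.84 and 2.51), BSC1 (5.38 and 2.95) and MSN4 (1.39 and 1.21). Between Δpde2Δtpk3 and wild type cells, 10 genes passed at 2 fold with only the arrays of those strains. With a replicate block 5 passed, so not all of the single genes named here pass with it. Of the 62 genes at least 2 fold lower in Δpde2Δtpk3 than in wild type cells, 59 were also at least 2 fold lower in Δpde2 cells, and of 29 higher genes 28 were also higher. These comparisons share the wild type arrays, and the same numbers of genes taken by rank from 50 simulated sets without change shared 33.1 lower and 16.6 higher genes on average when ranked by p, and 39.4 and 19.5 when ranked by fold, where the most were 47 and, for higher genes, also 28. In the simulated sets a gene had the same spread on every array. Here the shared wild type arrays had the largest residual SDs (0.604, 0.340 and 0.307 in replicates 1, 2 and 3), so the simulated overlap can be too low. How far 59 and 28 exceed the overlap from shared arrays is therefore not known. The total of 91 genes changed at least 2 fold between Δpde2Δtpk3 and wild type cells was 182, 87 and 27 without wild type replicates 1, 2 and 3, 25, 35 and 27 without Δpde2 replicates 1, 2 and 3, and 54 and 7 without Δpde2Δtpk3 replicates 1 and 2. The TCA cycle list did not pass against wild type without Δpde2Δtpk3 replicate 2 (adjusted p = 0.128).

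**Figure D2:**
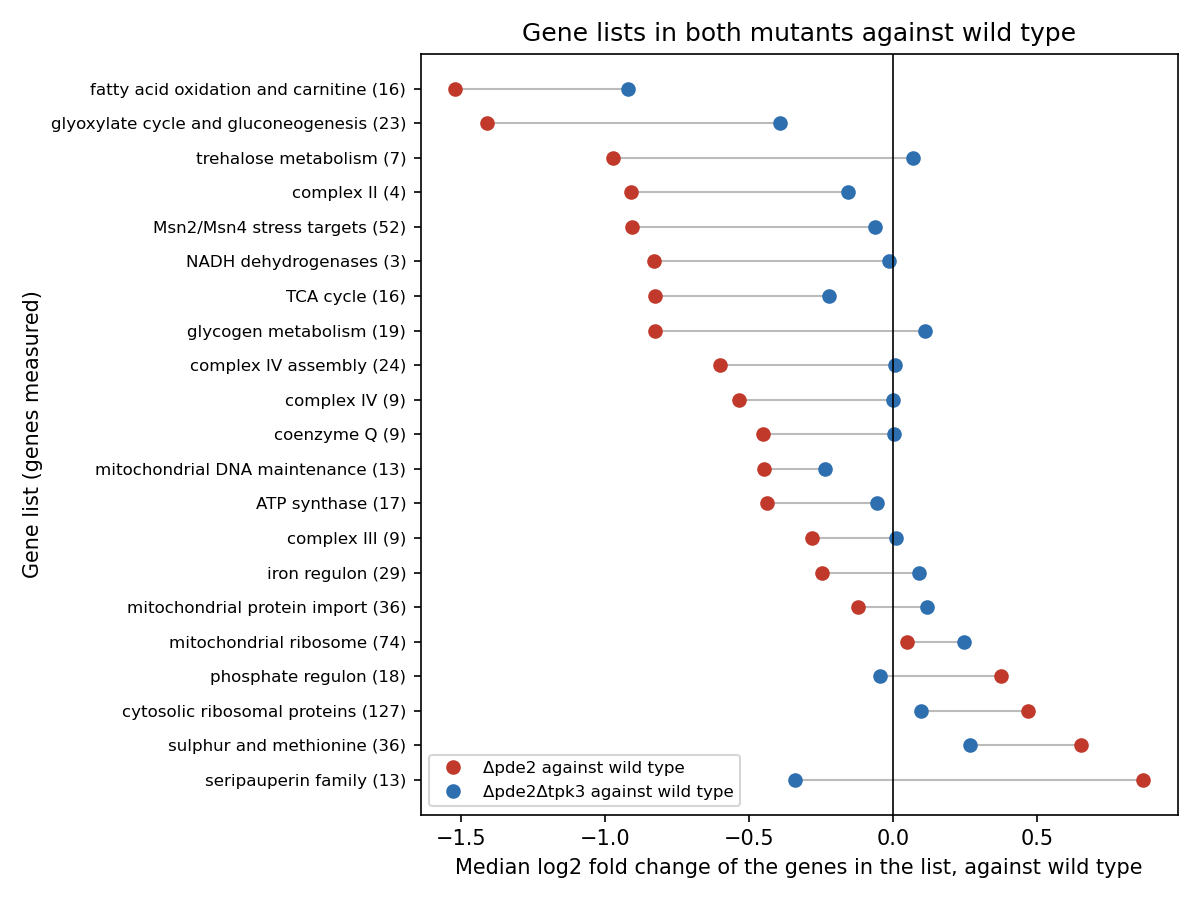
Median log2 fold change against wild type of the genes in each list (number of genes measured in brackets), in Δpde2 cells and in Δpde2Δtpk3 cells. Of 39 lists tested, those drawn are the 17 lower and 4 higher between Δpde2 and Δpde2Δtpk3 cells by camera (preset correlation, adjusted p under 0.05). They were thus chosen for a difference between both mutants, so the gaps are not further evidence of one. Lines join the medians of a list, which for trehalose metabolism are -0.97 and 0.07 and for fatty acid oxidation and carnitine -1.52 and -0.92.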

Another possibility that must be considered is that Tpk3p localises to the mitochondria and regulates function directly via phosphorylation of protein targets. PKA activity within the mitochondria has been widely reported in mammalian systems and is known to modulate the activity of the respiratory chain [47]. Interestingly a fully functional carbon dioxide sensing cAMP/PKA signalling system has recently been identified within human HeLa and COS-1 cell lines [48]. In yeast, the mitochondrial histone-like protein Abf2 has been shown to be phosphorylated by PKA, suggesting that activity of cAMP dependent phosphorylation also occurs within mitochondria of lower eukaryotes [49]. Phosphorylation of Abf2p by PKA was shown to inhibit its ability to interact with DNA, and the loss of *ABF2 *resulted in mtDNA instability [49]. However fluorescence microscopy studies suggest that Tpk1p, Tpk2p and Tpk3p do not co-localise with the mitochondria (our unpublished results). In addition to this, the published mitochondrial proteome from *S. cerevisae*, despite identifying a number of protein kinases within the organelle, did not reveal the presence of PKA enzymes [50]. Further studies are required to fully address whether, as is the case in mammalian cells, cAMP/PKA signalling occurs within yeast mitochondria.

Further evidence that cAMP/Tpk3 signalling regulates mitochondrial biogenesis at the level of transcription comes from our finding that respiratory function, ROS production and cell death can be manipulated by rescued to varying degrees by the transcription factors *SOK2*, *SKO1 *and *HAP4*, which were predicted to play a role via bioinformatic analysis of our microarray data. Both *SOK2 *and *SKO1 *are transcription factors that have been previously implicated in cAMP signalling systems, and act as suppressor elements within stress signalling pathways. *SOK2 *is known to be regulated by cAMP/PKA activity [51] and to play an important role in the regulation of cell death in colonies in response to ammonia signalling [42]. *SKO1 *is a repressor that mediates HOG pathway-dependent regulation by binding to cAMP response elements (CRE) sites in target promoters [52]. It is also known to play a regulatory role within cAMP/PKA stress signalling and can be phosphorylated by both *HOG1 *and PKA at independent sites [53]. It is likely that some of the toxicity associated with elevated cAMP/PKA activity occurs as a result of increased stress response suppression via the activity of *SOK2 *and *SKO1*. In line with this, the deletion of either *SOK2 *or *SKO1 *led to a partial restoration of respiratory activity and reduction in ROS production in *Δpde2 *cells grown in the presence of cAMP.

More significantly, the deletion of *HAP4*, a known mitochondrial biogenesis factor [54], prevented ROS production and cell death in *Δpde2 *cells grown in the presence of cAMP. This suggests that the activity of *HAP4 *present within cells experiencing high cAMP/PKA signalling is responsible for the production of ROS. The overexpression of *HAP4 *led to the partial restoration of mitochondrial biogenesis in *Δpde2 *cells grown under conditions of cAMP elevation. However the additional mitochondria produced were not competent to respire and continued to produce high levels of ROS. We found that the overexpression of *HAP4 *in wild type cells also gave rise to mitochondria with reduced respiratory capacity, which were prone to ROS production. These data suggest that as yet unidentified factors aside from *HAP4 *are required to ensure the biogenesis of fully functional mitochondria. As the loss of *TPK3 *led to the restoration of fully functional mitochondria in *Δpde2 *cells grown under conditions of cAMP elevation it is likely that PKA function regulates mitochondrial activity via more than one effector to co-ordinate biogenesis in response to environmental change and metabolic demand. The search for further downstream targets of Tpk3p that are involved in mitochondrial regulation and biogenesis is currently underway. Elevation of Tpk3p activity also led to striking morphological defects, with mitochondria appearing fewer in number and as larger swollen structures. These mitochondria also exhibited reduced membrane potential and a reduction in respiratory chain components. Very similar features were reported to occur in mutants lacking Mdm38p and were attributed to the role that this protein plays in K+/H+ exchange [55] raising the possibility that elevated Tpk3p induces a loss of homeostasis within the organelle.

Our observations suggest that elevated Tpkp3 activity induces a novel mitochondrial state that results in non-respiring mitochondria prone to the production of ROS. A key question arising from this research is therefore, why do mitochondria damaged by elevated Tpk3p activity produce ROS? Interestingly a previous study has proposed that constitutive activation of the Ras pathway, via expression of the *Ras^val19 ^*allele, leads to a state 4 non-phosphorylating respiration that is prone to ROS production [16]. This study also suggested that the respiratory activity and mitochondrial membrane potential of *Ras^val19 ^*cells becomes elevated, offering a plausible explanation as to the origin of ROS [16]. However in actin aggregating cells, which also exhibit constitutive Ras activation, and in *Δpde2 *cells grown in the presence of 4 mM cAMP, there exists little or no mitochondrial membrane potential [27]. This was confirmed by treatment of cells with FCCP, a proton ionophore, that allows protons to flow back through the inner mitochondrial membrane into the matrix. This releases the inhibition caused by the build up of a proton gradient and allows the electron transport system to operate at its maximal rate (ETS). In cells with functional mitochondria, FCCP treatment normally results in an increase in oxygen consumption of around 30-40% (Figure 3A). However cells lacking *PDE2 *failed to respond to FCCP when grown in the presence of exogenous cAMP. This supports our suggestion that elevated Tpk3p activity results in a loss of mitochondrial membrane potential. We would argue that the constitutive activation of Ras/cAMP/PKA signalling can lead to altered mitochondrial function prone to ROS function that does not occur as a result of state 4 respiration.

## Conclusions

In summary, our study has revealed that the loss of regulation of cAMP/PKA signalling leads to cell death that requires *TPK3 *dependent transcriptional remodelling that suppresses stress response signalling and promotes mitochondrial dysfunction. Tpk3p appears to facilitate cell death via action on several downstream targets, notably *HAP4*, which induce the formation of dysfunctional mitochondria which fail to respire and produce high levels of ROS. The loss of respiratory capacity within mitochondria has been associated with a wide range of human disorders including stroke, cardioencephalomyopathy, hepatic failure and Leigh's syndrome [56,57] and is also associated with aging and aging-related degenerative diseases such as Alzheimer's [58]. We hypothesise that the increased production of respiratory incompetent mitochondria that are prone to ROS production may contribute to the pathology of a variety of age related disease states. Further research in this area utilising yeast as a model eukaryote may well provide insights of important medical relevance.

## Abbreviations

(ETS): electron transport system; (TET): Triethyltin bromide; (FCCP): Carbonylcyanide-4-(trifluoromethoxy)-phenylhydrazone; (PKA): Protein Kinase A; (ROS): Reactive Oxygen Species

## Authors' contributions

JEL carried out all of the high resolution respiromtery and ROS measurements included, and in collaboration with CWG made major contributions to every aspect of the paper including microscopy and microarray experiments. Both authors contributed to the conception of the study and to the writing and editing of the manuscript text.

## Supplementary Material

Additional file 1 **Primers used in this study**. Primers used to delete and confirm deletion of the genes *TPK3*, *PDE2 *and *TPK1*. Click here for file

Additional file 2 **TPK3 activity is required to promote loss of respiration**. Respiratory profiles were determined for wild type, Δpde2, Δpde2 Δtpk3 and Δpde2Δtpk3 + *TPK3 *cells grown in the absence and presence of 4 mM cAMP. Values of routine respiration (Routine), respiration facilitated by leak of protons across the inner membrane (LEAK), maximal respiratory rate (ETS), and respiratory control ratio (RCR) are the mean of 3 independent experiments, error bars are S.E. of those means. Values are for oxygen flux (pmols/s/10^6 ^cells). Click here for file

Additional file 3 **Genes down regulated by elevated cAMP/PKA activity**. Complete list of genes down-regulated by 2 fold or more in *Δpde2 *cells but not in *Δpde2 Δtpk3 *when grown in the presence of exogenous 4 mM cAMP for 24 h to diauxic shift. 

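The table of Additional file 3 names genes under cellular processes, without values, and the copy used here holds 90 gene names, of which 89 were measured, where the paper's text counts 118 and 124 genes for both files. All 89 had a log2 fold change above 0 between Δpde2 and Δpde2Δtpk3 cells, with a median of 1.24, and 53 of them were higher at an adjusted p under 0.05 (limma). A fold of at least 2, with no test on p, was met by 80. Against wild type all 89 also lay above 0 in Δpde2 cells and 74 were higher, while in Δpde2Δtpk3 cells 64 lay above 0 and 6 were higher. The genes were chosen by the authors on these arrays, so the counts are not independent evidence of their direction. HUG1, HXT1 and ZRT1, all 3 in the table, have the largest increases after TPK3 among genes that passed and whose arrays did not overlap between the strains.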

Genes were grouped by GO assignment to a cellular process using the Slim Mapper tool as described in materials and methods. Click here for file

Additional file 4 **Genes up regulated by elevated cAMP/PKA activity**. Complete list of genes up-regulated by 2 fold or more in *Δpde2 *cells but not in *Δpde2 Δtpk3 *when grown in the presence of exogenous 4 mM cAMP for 24 h to diauxic shift. 

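The copy of Additional file 4 used here holds 136 gene names, also without values, of which 128 were measured. All 128 had a log2 fold change below 0 between Δpde2 and Δpde2Δtpk3 cells, with a median of -1.27, and 106 of them were lower at an adjusted p under 0.05 (limma), while 128 of 128 met a fold of at least 2 with no test on p. Against wild type 117 of them were lower in Δpde2 cells and 14 in Δpde2Δtpk3 cells. As these genes too were chosen on the same arrays, their counts are not independent evidence. YRO2, NDE2 and GAC1, all 3 in the table, are among the 8 most decreased of the genes that passed and whose arrays did not overlap.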

Genes were grouped by GO assignment to a cellular process using the Slim Mapper tool as described in materials and methods. Click here for file

Additional file 5 **Effects of elevated cAMP/PKa activity on Carbohydrate storage genes**. Genes involved in storage carbohydrate synthesis downregulated in *Δpde2 *cells but not in *Δpde2 Δtpk3 *when grown in the presence of exogenous cAMP. 

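The 5 genes of Additional file 5 act in the synthesis of glycogen and trehalose or in its regulation. Against wild type, GLC3 (log2 fold change -0.95, SE 0.11, adjusted p = 0.00102, limma), MRK1 (-1.33, SE 0.15, adjusted p = 0.000863), TPS2 (-0.99, SE 0.12, adjusted p = 0.00111) and TSL1 (-0.97, SE 0.12, adjusted p = 0.00104) were lower in Δpde2 cells. PIG2 had a log2 fold change of -0.88 (SE 0.53) and did not pass (adjusted p = 0.214). In Δpde2Δtpk3 cells none of the 5 genes differed from wild type by the test, with log2 fold changes of 0.11 for GLC3, 0.46 for MRK1, 0.13 for TPS2, 0.07 for TSL1 and 0.58 for PIG2.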

Click here for file

# Supplementary material for: cAMP/PKA signaling balances respiratory activity with mitochondria dependent apoptosis via transcriptional regulation
**Source:** BMC Cell Biol. 2010 Nov 25;11:92. doi: 10.1186/1471-2121-11-92
**Supplement:** Additional file 1 — Primers used in this study. Primers used to delete and confirm deletion of the genes TPK3, PDE2 and TPK1.

Primer	Sequence
<i>TPK3</i> deletion 5'	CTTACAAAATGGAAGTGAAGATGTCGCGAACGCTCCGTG<br>GTTTAACGAAGTGATATGG
<i>TPK3</i> deletion 3'	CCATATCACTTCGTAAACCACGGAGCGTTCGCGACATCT<br>TCACTTCCATTTTGTAAG
<i>TPK3</i> deletion check 5'	TGTTTTCCCTGGGTGAAAAG
<i>PDE2</i> deletion 5'	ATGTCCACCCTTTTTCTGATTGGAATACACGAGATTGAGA<br>AATCTCAAACCAGCTGAAGCTTCGTACGC
<i>PDE2</i> deletion 3'	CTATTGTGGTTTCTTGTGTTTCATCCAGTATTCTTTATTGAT<br>TTTGAGCATAGGCCACTAGTGGATCTG
<i>PDE2</i> deletion check 5'	TTGCACTGACGCTTTATTAGCC
<i>PDE2</i> deletion check 3'	GCACAAATACTTCACAAAAGGAA
<i>TPK1</i> deletion 5'	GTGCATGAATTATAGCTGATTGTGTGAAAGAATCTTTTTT<br>TGGGCAGCTGAAGCTTCGTACGC
<i>TPK1</i> deletion 3'	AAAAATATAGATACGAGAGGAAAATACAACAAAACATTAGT<br>CGCATAGGCCACTAGTGGATCTG
<i>TPK1</i> deletion check 5'	AGAAGCTGCGATTGTATCCA
<i>Ura3</i> deletion cassette 3'	TTGGCTAATCATGACCCC
<i>Leu2</i> deletion cassette3'	ATCTCATGGATGATATCC

# Supplementary material for: cAMP/PKA signaling balances respiratory activity with mitochondria dependent apoptosis via transcriptional regulation
**Source:** BMC Cell Biol. 2010 Nov 25;11:92. doi: 10.1186/1471-2121-11-92
**Supplement:** Additional file 2 — TPK3 activity is required to promote loss of respiration. Respiratory profiles were determined for wild type, Δpde2, Δpde2 Δtpk3 and Δpde2Δtpk3 + TPK3 cells grown in the absence and presence of 4 mM cAMP. Values of routine respiration (Routine), respiration facilitated by leak of protons across the inner membrane (LEAK), maximal respiratory rate (ETS), and respiratory control ratio (RCR) are the mean of 3 independent experiments, error bars are S.E. of those means. Values are for oxygen flux (pmols/s/106 cells).

	-cAMP				+cAMP			
	Routine	LEAK	ETS	RCR<br>ETS/LEAK	Routine	LEAK	ETS	RCR<br>ETS/LEAK
WILD<br>TYPE	8.14±0.9	2.17±0.2	12.14±1.6	5.5±0.5	6.06±0.5	1.51±0.1	10.70±0.5	7.1±0.2
$\Delta pde2$	9.77±0.6	2.39±0.1	13.95±1.7	5.8±0.7	1.75±0.6	1.17±0.4	2.15±0.7	2.0 ±0.7
$\Delta pde2$<br>$\Delta tpk3$	7.45±0.5	1.89±0.01	12.04±1.2	6.4 ±0.8	6.22±1.1	2.02±0.3	7.85±1.4	3.98±0.7
$\Delta pde2$<br>$\Delta tpk3$<br>+TPK3	5.60±1.6	1.60±0.7	6.25±1.8	4.3±0.6	0.83±0.7	0.62±0.4	0.72±0.3	1.5±0.6

# Supplementary material for: cAMP/PKA signaling balances respiratory activity with mitochondria dependent apoptosis via transcriptional regulation
**Source:** BMC Cell Biol. 2010 Nov 25;11:92. doi: 10.1186/1471-2121-11-92
**Supplement:** Additional file 3 — Genes down regulated by elevated cAMP/PKA activity. Complete list of genes down-regulated by 2 fold or more in Δpde2 cells but not in Δpde2 Δtpk3 when grown in the presence of exogenous 4 mM cAMP for 24 h to diauxic shift. Genes were grouped by GO assignment to a cellular process using the Slim Mapper tool as described in materials and methods.

Cellular Process (Assessed by Gene Ontology)	Genes Down-regulated 2 fold or more
Metabolic process	AAC3, ADH7, ANB1, ATG15, BIO2, BTT1, CPS1, CSN9, CUS1, DAK2, DAL80, ECM11, EDC1, FAL1, GPD2, HEM13, HIS1, HPR1, IRC4, IRC7, LYS9, MET14, MET16, MET17, MET2, MET32, MFT1, MIG2, MIG3, MKC7, NAT5, NDJ1, NRK1, PAU8, PDC5, PHO11, PHO5, PUF3, RBL2, RCK1, RPS22A, SAE2, SAP30, SMP1, SOR2, SPE3, SRN2, TAF3, THI4, THI80, UTR2, YAP6, YEH1, YGK3, YGR287C, YNL108C, ZAP1
transport	AAC3, APL6, BIK1, COG4, COG8, DAL5, DAN1, GIT1, HOT13, HPR1, HXT1, HXT11, HXT2, MFT1, OAC1, RIX7, RUD3, SLO1, RN2, SRP40, YMC2, ZRT1
transcription	DAL80, HPR1, MFT1, MIG2, MIG3, PAU8, SAP30, SMP1, TAF3, YAP6, ZAP1
cell cycle	BFA1, BIK1, BRN1, DAD2, ECM11, HUG1, MAM1, NDJ1, RCK1, SAE2, SCM3, SHE1, SPO22, TEM1, VIK1
cellular amino acid metabolic process	HIS1, LYS9, MET14, MET16, MET17, MET2, MET32, PDC5
signal transduction	BFA1
Not yet annotated	YDL038C
cannot be mapped to a GO slim term	PRM7, SPL2, TIR1, YCR102C

# Supplementary material for: cAMP/PKA signaling balances respiratory activity with mitochondria dependent apoptosis via transcriptional regulation
**Source:** BMC Cell Biol. 2010 Nov 25;11:92. doi: 10.1186/1471-2121-11-92
**Supplement:** Additional file 4 — Genes up regulated by elevated cAMP/PKA activity. Complete list of genes up-regulated by 2 fold or more in Δpde2 cells but not in Δpde2 Δtpk3 when grown in the presence of exogenous 4 mM cAMP for 24 h to diauxic shift. Genes were grouped by GO assignment to a cellular process using the Slim Mapper tool as described in materials and methods.

Cellular Process (Assessed by Gene Ontology)	Genes Up-regulated by 2 fold or more
Metabolic process	AAH1, ACS1, ADH2, AGX1, ALD4, ATG4, ATP19, AYR1, CAT8, COX10, COX4, CRC1, CSM4, CYB2, CYT2, DCS2, EDC2, ERF2, FBP1, FLC1, GAC1, GLC3, GND2, GSM1, ICL1, IDP2, IRC15, IZH1, IZH4, KGD1, LSB6, MAM33, MBR1, MCR1, MEF2, MLS1, MRK1, NDE2, OCH1, PCL1, PET10, PIG2, PUT4, REG2, RPI1, RPM2, RPS9A, RTC6, SDH2, SHR5, SIP2, SKN1, SOL4, TAZ1, TPS2, TSL1, USV1, VID28, YAT2, YDR018C, YIG1, YJL045W, YPS1
transport	ADY2, ALY2, ATG4, ATP19, CCC2, ERF2, ESBP6, FLC1, FTR1, HXT5, MCH1, MEP3, NUM1, ODC1, PDR15, PIC2, PMC1, PMP1, PUT4, RSB1, SCO1, SFC1, SHR5, SIT1, SMF1, SMF2, STL1, TPO2, TPO3, WSC4, YOR1
transcription	CAT8, GAC1, REG2, RPM2, USV1, VID28
cell cycle	CSM4, GAC1, IRC15, PCL1, SCM4
cellular amino acid metabolic process	ADH2, AGX1, IDP2, PUT4
signal transduction	GAC1, GPG1, SIP2
biological process unknown	AIM33, BSC2, ECL1, FMP16, FMP33, FMP48, IRC23, JID1, MRH1, OM14, PNS1, RTC2, RTN2, SPG1, STP4, THI74, YDR514C, YER053C-A, YGL010W, YGR067C, YGR079W, YHR033W, YJL160C, YJL181W, YKL096C-B, YKL187C, YKR045C, YLR152C, YLR154W-E, YLR157W-E, YLR164W, YLR297W, YLR307C-A, YMR034C, YMR206W, YNL195C, YNR014W, YOR186W, YPL014W, YPL109C, YPR157W, YRO2, YTP1
Not mapped to a GO slim term	SNQ2, XBP1, YCR061W

# Supplementary material for: cAMP/PKA signaling balances respiratory activity with mitochondria dependent apoptosis via transcriptional regulation
**Source:** BMC Cell Biol. 2010 Nov 25;11:92. doi: 10.1186/1471-2121-11-92
**Supplement:** Additional file 5 — Effects of elevated cAMP/PKa activity on Carbohydrate storage genes. Genes involved in storage carbohydrate synthesis downregulated in Δpde2 cells but not in Δpde2 Δtpk3 when grown in the presence of exogenous cAMP.

Process	Gene	Fold Change	Function
Glycogen/trehalose accumulation	GLC3	-1.99	Glycogen branching enzyme, involved in glycogen accumulation;
	PIG2	-2.6	Putative type-1 protein phosphatase targeting subunit that tethers Glc7p type-1 protein phosphatase to Gsy2p glycogen synthase
	MRK1	-3.6	Glycogen synthase kinase 3 (GSK-3) homolog; functions to activate Msn2p-dependent transcription of stress responsive genes and that function in protein degradation
	TPS2	-2.5	Phosphatase subunit of the trehalose-6-phosphate synthase/phosphatase complex, which synthesizes the storage carbohydrate trehalose; expression is induced by stress conditions and repressed by the Ras-cAMP pathway
	TSL1	-2.7	Large subunit of trehalose 6-phosphate synthase (Tps1p)/phosphatase (Tps2p) complex, which converts uridine-5'-diphosphoglucose and glucose 6-phosphate to trehalose, homologous to Tps3p and may share function

How the deposited data were processed for this re-analysis (not part of the article)

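The series holds 8 Affymetrix Yeast Genome 2.0 arrays, 3 of wild type cells (BY4741 background), 3 of Δpde2 cells and 2 of Δpde2Δtpk3 cells, all from cultures grown for 24 h in YPD with 4 mM cAMP. Precision is limited by this number of arrays. The authors deposited values on a log2 scale, as read from the table's range. Neither the text of the paper nor its additional files names the normalization or the p threshold used. The strains, comparisons, tests, thresholds, gene lists and alternatives were set before the data were examined, except where a test or setting is said to have been chosen later. At that time the fold values in the paper's text and tables had been seen, and the genes named there were chosen on that basis.

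Values were quantile normalized in limma 3.58.1 under R 4.3.3, because the quartiles of the deposited columns differed by more than the 0.1 set for this step. First quartiles ran from 9.00 to 9.38 (log2). Of 5814 probe sets, 5498 pair with 1 gene in the annotation used, none with several and 316 with none, 98 of the last being control or reporter probe sets. The 316 were left out of the gene tests. For the 47 genes with several probe sets the one with the highest mean was taken, which left 5449 genes. No S. pombe probe sets could be told from the annotation. GO-Slim compartments were not available, so fixed lists of mitochondrial genes, 265 of them measured, were used instead. A total of 12 gene symbols were updated to those of the annotation.

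One limma fit took the 3 strains as groups (5 residual degrees of freedom), with empirical Bayes moderation and the comparisons Δpde2 with Δpde2Δtpk3, Δpde2 with wild type and Δpde2Δtpk3 with wild type. P-values were adjusted by the Benjamini-Hochberg method over the 5449 genes, and a gene was called at an adjusted p under 0.05, with a fold of at least 2 where stated. Percentages of wild type are 2 raised to the log2 fold change, given with 1 SE either side. The share of mitochondrial genes was tested with Fisher's exact test.

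Genes are named in the text where the paper names them, where they are among the 8 largest changes of Δpde2 cells in each direction against either other strain with adjusted p under 0.05 and no overlap of arrays, where they are among the most changed called members of a list, where they belong to the PKA pathway or to the transcription factors the paper discusses, or where they lie next to PDE2 or TPK3.

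Gene lists (43 written, 39 tested) were taken from general knowledge of yeast biology and from the paper's tables. They cover NADH dehydrogenases, complexes II, III and IV, cytochrome c, complex IV assembly, ATP synthase, coenzyme Q, mitochondrially encoded genes, the TCA cycle, the glyoxylate cycle and gluconeogenesis, fatty acid oxidation and carnitine, the mitochondrial ribosome, import, DNA maintenance, morphology and carriers. They also cover glycogen, trehalose, Msn2p and Msn4p targets, ROS detoxification, hexose transport, glucose repression, glycolysis and fermentation, DNA damage, hypoxic and seripauperin genes. The rest are sulphur, phosphate, iron and zinc regulation, ribosomal proteins, ribosome biogenesis, the PKA pathway, transcription factors, cell death, autophagy, early meiotic genes, mating-type genes, auxotrophic markers and the genes of Additional files 3 and 4. For each list the genes called over all genes were counted, and also those called when p was adjusted over the list alone. Lists were tested with camera on the same fit (preset correlation 0.01), again with a correlation estimated for each list, and adjusted over the lists. The limma test fry was run beside camera and adjusted in the same way. It asks whether the genes of a list change, not whether they change more than other genes.

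The same code was tested on simulated data. In 10 sets with 200 genes changed, a log2 fold change of 1 was recovered for 51.8% of genes between Δpde2 and Δpde2Δtpk3, 59.2% between Δpde2 and wild type and 53.7% between Δpde2Δtpk3 and wild type, and a log2 fold change of 2 for 84.0%, 87.0% and 83.4%. The share of false calls was 5.37%, 4.82% and 4.99%. A list shifted by -0.5 was called in 10 of 10 sets and no unshifted list was called. In these sets genes varied independently and with the same spread on every array. In the data, correlations estimated for the lists reached 0.869 and the residual SD of wild type replicate 1 was 0.604. The sets therefore cannot show how camera or the share of false calls behave under such conditions. The random seed was 7.

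The alternatives tried were median centring, leaving out genes in the lowest 33.3 percent of signal, the mean of a gene's probe sets, each probe set on its own, only the arrays of the strains compared, trend and robust moderation, array weights, a replicate block, each array left out in turn, a fold threshold alone and a fold threshold with unadjusted p. Values as deposited, and normalization repeated without wild type replicate 1, were added after the data were examined.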

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

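Neither signal below was tested for a cause, and both were picked out only after the values were seen.

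A reporter probe set that the annotation does not name, and that the paper does not discuss, read at least 13.8 (log2) in each of the 5 mutant arrays and 4.31 to 6.75 in the 3 wild type arrays. The paper's strain table lists KanMx in both mutants and not in the wild type strain.

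The control probe set for 5.8S rRNA, also not discussed in the paper, was higher in Δpde2 than in wild type cells by a log2 difference of 4.4. It read 13.14 to 13.27 in Δpde2, 9.75 and 9.97 in Δpde2Δtpk3 and 7.75 to 9.70 in wild type cells. The control probe set for 18S rRNA did not follow, with a log2 difference of -0.322 between Δpde2 and wild type cells. That probe set varied within strains, from 9.715 to 12.04 in Δpde2 and from 9.50 to 12.66 in wild type cells. The 5.8S signal therefore does not show a rise of rRNA in general.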

How the results depend on the processing

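The alternatives below were set before the data were examined, except the values as deposited and the repeated normalization without wild type replicate 1, which were chosen after the result was seen, as were the chromosome test and the ranked simulation of shared genes. The cause was not tested for any change between settings.

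Between Δpde2 and Δpde2Δtpk3 cells, 2310 genes passed with only the arrays of both strains, 1772 with array weights and 2430 with normalization repeated without wild type replicate 1, in place of 707. The excess of lower genes turned in these settings, with 1236 higher and 1074 lower, 921 and 851, and 1298 and 1132. With an array left out the total ran from 53 (Δpde2 replicate 1) to 2431 (wild type replicate 1), and at 2 fold from 53 to 315. Weights were 0.052 for wild type replicate 1 and 3.45 for wild type replicate 3.

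Between Δpde2 and wild type cells, 3901 genes passed with array weights, and 579 at 2 fold with dim probe sets left out. The excess of lower genes turned with array weights (2027 higher and 1874 lower), without wild type replicate 1 (1711 and 1602), with repeated normalization (1714 and 1602) and with dim probe sets left out (909 and 902), and at 2 fold with values as deposited (421 and 420). With an array left out the total ran from 1392 (Δpde2 replicate 3) to 3313 (wild type replicate 1).

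Between Δpde2Δtpk3 and wild type cells, 10 genes passed with only the arrays of those strains, all 10 at 2 fold. Array weights gave 739 and 210 at 2 fold, and repeated normalization 979 and 174. A fold threshold alone gave 294, and with unadjusted p 194. At 2 fold the excess of lower genes turned with array weights (108 higher and 102 lower), without wild type replicate 1 (96 and 86), with repeated normalization (91 and 83) and by fold alone (159 and 135). With an array left out the total ran from 7 (Δpde2Δtpk3 replicate 2) to 973 (wild type replicate 1), and at 2 fold from 7 to 182.

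A replicate block left 1 gene between both mutants, also at 2 fold, and 5 between Δpde2Δtpk3 and wild type cells, also at 2 fold. Residuals of arrays with the same replicate number had correlations of -0.091 to 0.19. Low correlations over all genes cannot show whether the numbers pair the arrays, since the residuals of the 2 Δpde2Δtpk3 arrays mirror each other. LEU2, URA3, GAL1, GAL10 and GAL2, picked for their rise in Δpde2 replicate 1, were each highest in replicate 1 of all 3 strains, so pairing stays open. With the replicate block, 0 of the 23 genes of the paper called here passed between both mutants. With this block no gene was lower between both mutants, so the share of mitochondrial genes has no value there.

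The mitochondrial share of lower genes ran from 8.64% (without Δpde2Δtpk3 replicate 1) to 18.4% (without Δpde2 replicate 1), and that of higher genes from 2.08% (without wild type replicate 1) to 6.67% (without Δpde2 replicate 1). PDE2 in Δpde2Δtpk3 cells ran from 2.79% (without wild type replicate 1) to 4.86% (without wild type replicate 2). It did not pass at 3.57% with only the arrays of those strains (adjusted p = 0.0661) or at 3.37% with the replicate block (adjusted p = 0.0522). TPK2 in Δpde2Δtpk3 cells ran from 89.0% to 106%. TPK3 in Δpde2 cells ran from 92.1% to 101%, and was at 111% with median centring and 115% as deposited. Log2 fold changes between both mutants that did not pass changed sign for SKO1 (0.0164 as deposited in place of -0.01, and -0.0877 to 0.0652 with an array left out), PDE2 (-0.109 to 0.169) and SUC2 (-0.156 to 0.0115).

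With a correlation estimated for each list, 0 lists passed by camera in any comparison, in either direction. By fry, ROS detoxification (adjusted p = 0.0444), cell death (0.0481) and early meiotic genes (0.0401) passed between both mutants though not by camera. The lists for complex III (0.0789), fatty acid oxidation (0.121), the mitochondrial ribosome (0.101), seripauperin genes (0.112) and iron (0.121) passed by camera and not by fry. Of the lists higher in Δpde2Δtpk3 than in wild type cells, 2 of 4 passed with the replicate block and 2 with repeated normalization. That for ribosome biogenesis had a median of -0.0252 without Δpde2Δtpk3 replicate 2 (adjusted p = 0.709) and of 0.891 without Δpde2Δtpk3 replicate 1.

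Dividing the 6 wild type and Δpde2 arrays 3 against 3 gave 2257 genes for the strains and 0 for every other division, so 1 of 10 divisions reached the real number, and 10 divisions cannot give a share under 0.05. The largest median log2 fold change of a chromosome between both mutants was 0.11, which rules out gain or loss of a whole chromosome. Quantile normalization is the setting used throughout, and log2(value + 16) was not applied because the table is on a log2 scale. Signal over background limits such folds as those of PDE2 and TPK3, whose lowest values lie near the bottom of the scale.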

Differences from the paper's values

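The tally of folds equal to the paper's was added after the result was seen. The alternatives were set before the data were examined, apart from the values as deposited and the repeated normalization without wild type replicate 1, which were chosen after the result was seen.

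The paper gives 41% mitochondrial genes among those lower in Δpde2 than in Δpde2Δtpk3 cells, from GO-Slim, which takes in more genes than the fixed lists of 265. Here the share was 12.5%, and no setting closes this, the range with an array left out being 8.64% to 18.4%. For SOD1 the paper gives -1.4 fold and the value here was -1.13, and for SOD2 the paper gives -1.1 and the value here was -1.38. No setting closes either, and each value lies nearest to the paper's value for the other gene. For PUF3 the paper gives 2.4 fold against 1.96 here, and median centring (2.29) and leaving out Δpde2Δtpk3 replicate 1 (2.13) bring it within the spread of the replicates, although PUF3 passes in neither setting (adjusted p = 0.0745 with median centring). Values as deposited, chosen after seeing the values, give 2.36 (adjusted p = 0.0756), and they drop 4 of the 23 genes of the paper called here (COQ2, RIP1, COX10 and PUF3). Values as deposited, chosen after seeing the values and dropping the same 4 of 23, equal the paper's fold to 1 decimal for 22 of its 28 folds between both mutants, against 10 here and at most 10 in every setting set before. Among the 22 are NCA3 (the paper's -6.2, -6.22 as deposited and -7.00 here), COX10 (-2.3, -2.27 and -2.64), NDE2 (-5.5, -5.45 and -5.87), HUG1 (8.0, 8.03 and 8.44) and HXT1 (8.0, 8.00 and 8.40), and the other 6 are SOD1, SOD2, GLC3, MRK1, TPS2 and TSL1. For TPS2 the paper gives -2.5 against -2.17, and for TSL1 -2.7 against -2.07, and no setting closes either.

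The paper's counts of 118 higher and 124 lower genes stand beside 80 and 136 at an adjusted p under 0.05 here, 145 and 175 by fold alone and 123 and 166 with unadjusted p. The paper states no threshold on p.

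ATP19, THI4, HXT2, HXT11, PIG2 and SOD1, which the paper reports as changed, did not pass here, all in the paper's direction. ATP19 passed without wild type replicate 1 (adjusted p = 0.000853), with only the arrays of both mutants (0.00284) and with array weights (0.00557). THI4 did so in the same settings (0.000452, 0.00148 and 0.00169), as did HXT2 (0.0017, 0.0038 and 0.0145) and PIG2 (0.000153, 0.000788 and 0.00119). Repeated normalization without wild type replicate 1, chosen after seeing the values, also calls ATP19 (0.000822), THI4 (0.000441), HXT2 (0.00162) and PIG2 (0.000139) and drops 0 of the 23. HXT11 passed only with the arrays of both mutants (0.00343), and SOD1 in no setting (adjusted p = 0.144 to 0.586 with an array left out).

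Additional file 3 is headed as down-regulated in the paper and all 89 of its measured genes were above 0 in Δpde2 cells relative to Δpde2Δtpk3 cells. Additional file 4 is headed as up-regulated and all 128 of its measured genes were below 0. The paper's Results cite file 3 for HXT1, HXT2 and HXT11 as increased, its Table 3 gives HUG1, HXT1 and MIG2 of file 3 as increased, and its Table 2 gives NDE2, SDH2 and COX4 of file 4 as decreased, the direction found here. The files print no values, and the copies hold 90 and 136 gene names where the paper's text counts 118 and 124 genes.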

Other observations

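The tests of RNA degradation, of mixed RNA, of marker genes and of the DNA damage genes were chosen only after the result was seen, while that of gene length was set before.

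Some genes of sulphur metabolism, of the phosphate, iron and zinc lists and of cytosolic ribosomal proteins differed between Δpde2 and Δpde2Δtpk3 cells. The sulphur, phosphate, iron and zinc lists hold genes of Additional files 3 and 4, chosen on these arrays, so their tests are not independent evidence. Of 36 genes of sulphur and methionine metabolism 9 were higher and none was lower (12 when adjusted over the list alone, camera adjusted p = 1.84e-07, but adjusted p = 0.293 with an estimated correlation), with MET16 (log2 fold change 1.45), MET14 (1.33), MET2 (1.21) and their activator CBF1 (0.97) rising. Of 18 genes of the phosphate regulon 5 were higher (9 over the list alone, adjusted p = 0.000530, but adjusted p = 0.293 with an estimated correlation), among them the acid phosphatase genes PHO11 (2.30) and PHO5 (1.74) and the regulator SPL2 (1.18). Of 29 genes of the iron regulon 5 were lower and 1 higher (9 and 1 over the list alone, adjusted p = 0.0321, but adjusted p = 0.591 with an estimated correlation), with SIT1 (-1.35), FTR1 (-1.27), CCC2 (-1.19) and FET3 (-0.99), all of iron or copper transport, falling. The iron list did not pass without Δpde2Δtpk3 replicate 2 (adjusted p = 0.0806), nor FTR1 with median centring (0.0561). Of 16 zinc genes 3 were higher and 2 lower (4 and 2 over the list alone, adjusted p = 0.495), with the activator ZAP1 (1.60) and ZPS1 (1.16) rising and IZH1 (-1.41) falling, the last at -2.06 without Δpde2Δtpk3 replicate 1 and -0.76 without Δpde2Δtpk3 replicate 2. The ribosomal protein genes that rose include RPS22A (1.11), RPL34A (0.80) and RPL21B (0.72). Of 105 genes of ribosome biogenesis only DBP6 (0.77) was higher (adjusted p = 0.495), and PAU5 (1.21) was the 1 of 13 seripauperin genes that passed (2 over the list alone, adjusted p = 0.000590, but adjusted p = 0.550 with an estimated correlation). MET16, MET14, SIT1 and ZAP1 passed whichever array was left out (adjusted p up to 0.0479), CBF1 in 6 of 8 cases (up to 0.0521), PHO11 in 5 (0.0748), MET2 and FET3 in 4 (0.0966 and 0.109), IZH1 and DBP6 in 2 (0.136 and 0.147) and FTR1 in 1 (0.246). PHO5, SPL2, CCC2, ZPS1, PAU5 and the ribosomal protein genes named passed only without a wild type array (up to 0.185).

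Of 25 genes of the PKA pathway 5 were lower and 2 higher between both mutants (5 and 4 over the list alone, camera adjusted p = 0.221), and one of the higher genes is TPK3, the gene deleted in Δpde2Δtpk3 cells. GIS1 (-1.03), a stationary phase transcription factor, the Ras regulators IRA1 (-0.82) and CDC25 (-0.66), adenylate cyclase CYR1 (-0.81) and the kinase YAK1 (-0.70) fell, and GPA2 (0.59), a G protein subunit, rose. With an array left out CYR1 passed only without wild type replicate 1 (adjusted p up to 0.173 otherwise), and GIS1, IRA1, CDC25, YAK1 and GPA2 only without a wild type array (up to 0.132). Of 8 transcription factors SOK2 (0.92) was higher, while HAP4 (-0.46, adjusted p = 0.472), HAP1 (-0.72, adjusted p = 0.0710) and SKO1 did not pass (adjusted p = 0.862 for the list). HAP4 passed without wild type replicate 1 (adjusted p = 0.0376, against up to 0.843 without other arrays), with values of -0.69 to -0.23, and SOK2 in 4 of 8 cases (up to 0.107). Of 25 autophagy genes 4 were lower and 1 higher, with ATG4 (-1.40) and ATG1 (-0.70) falling (adjusted p = 0.763, median 0.06 and mean -0.0373 of opposite sign). Of 32 early meiotic genes 3 were higher and 1 lower, with SPO22 (1.42) rising and CSM4 (-2.02) falling (adjusted p = 0.188). ATG4 and SPO22 passed in 7 of 8 cases (up to 0.0642 and 0.0501), CSM4 in 4 (0.0601) and ATG1 in 2 (0.159). No gene passed among 23 of glycolysis and fermentation (adjusted p = 0.264), 14 of cell death (0.495), 6 and 5 specific to mating types a and alpha (0.793 and 0.906) or 5 auxotrophic markers (0.495), and too few mitochondrially encoded genes were measured for a test. Against wild type, the stress kinase gene HOG1 was higher in both mutants (1.12 in Δpde2 and 0.89 in Δpde2Δtpk3 cells).

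Wild type replicate 1 differed from the mean of the other wild type arrays by at least 4 fold in 190 lower and 30 higher genes, a number that was 0 between those arrays. RNA degradation could raise the gap between 3' and 5' probe sets, but it lay above that of all other arrays for 2 of 7 control transcripts and below for 2, with a median gap of 0.713 against 0.621 to 0.903, so this stays open. RNA of a mutant strain is ruled out as the source of the 4 fold losses, as the reporter signal reached 0.58% of that of the mutants and 75% would be needed. A trace of such RNA stays open, with the reporter at 6.75 in this array and 4.54 and 4.31 in the other wild type arrays. The test does not cover the 30 higher genes. Over all 5449 genes the deviation of this array hardly followed gene length (rank correlation -0.049), which argues against a loss that grows with length across genes. The test cannot show whether the 190 lower genes were long, since they are few among all genes. A loss limited to them stays open. A first form of the mixture test, replaced after it was run, gave a median share of the difference towards Δpde2 of 5.2% over 138 genes.

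In Δpde2 replicate 1, MET17 (2.65), LEU2 (1.86), GAL1 (1.62), GAL10 (1.46), GAL2 (1.03) and URA3 (1.02) were the 6 genes furthest above the other Δpde2 arrays. All 6 were also highest in wild type replicate 1 among the wild type arrays (7.39, 7.23, 9.77, 8.38, 9.12 and 4.33, the last beside 4.30 in wild type replicate 3). In Δpde2Δtpk3 replicates 1 and 2, LEU2 was at 7.10 and 5.48 and GAL2 at 7.45 and 6.97. URA3 (4.53 and 4.17), GAL1 (8.55 and 8.40) and GAL10 (7.14 and 7.09) were also higher in replicate 1 of that strain, and MET17 was lower (5.35 and 5.60). The paper's strain table lists all 3 strains as mutants in MET17 (as met15), LEU2 and URA3. RNA of cells with intact PDE2 and MET17, which by that table are none of these strains, could have entered the sample. The smallest share able to give the MET17 value, 1.2%, would raise PDE2 by 0.41. PDE2 in this array lay 0.18 above the others, with an SD of 0.13 over the 3 Δpde2 arrays, which does not separate a rise of 0.41 from none, so this stays open. No other explanation was tested with these arrays.

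HUG1 and HXT1 had the largest increases after TPK3 between both mutants among genes that passed and whose arrays did not overlap. A general DNA damage response could raise it together with the ribonucleotide reductase genes, whose median log2 fold change was 0.22, with RNR3 at 0.22 (SE 0.371), RNR2 at 0.10 and RNR4 at 0.45 (adjusted p = 0.0631), none of which passed. The 26 other genes of the damage list were not shifted by camera. A small response limited to few genes stays open with this number of arrays.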
